# Cabozantinib and IL-27 combinatorial therapy for bone-metastatic prostate cancer

**DOI:** 10.3389/fmolb.2023.1259336

**Published:** 2023-09-28

**Authors:** Shreya Kumar, Grace E. Mulia, Marxa L. Figueiredo

**Keywords:** prostate cancer, bone metastasis, immunotherapy, chemotherapy, interleukin-27, cabozantinib

## Abstract

**Introduction:** Prostate cancer is the second leading cause of cancer-related death among American men. Prostate tumor cells exhibit significant tropism for the bone and once metastasis occurs, survival rates fall significantly. Current treatment options are not curative and focus on symptom management. Immunotherapies are rapidly emerging as a possible therapeutic option for a variety of cancers including prostate cancer, however, variable patient response remains a concern. Chemotherapies, like cabozantinib, can have immune-priming effects which sensitize tumors to immunotherapies. Additionally, lower doses of chemotherapy can be used in this context which can reduce patient side effects. We hypothesized that a combination of chemotherapy (cabozantinib) and immunotherapy [Interleukin-27 (IL-27)] could be used to treat bone-metastatic prostate cancer and exert pro-osteogenic effects. IL-27 is a multi-functional cytokine, which promotes immune cell recruitment to tumors, while also promoting bone repair.

**Methods:** To test this hypothesis, *in vivo* experiments were performed where syngeneic C57BL/6J mice were implanted intratibially with TRAMP-C2ras-Luc cells that are able to form tumors in bone. Immunotherapy was administered in the form of intramuscular gene therapy, delivering plasmid DNA encoding a reporter gene (Lucia), and/or a therapeutic gene (IL-27). Sonoporation was used to aid gene delivery. Following immunotherapy, the animals received either cabozantinib or a vehicle control by oral gavage. Bioluminescence imaging was used to monitor tumor size over time.

**Results:** Combinatorial therapy inhibited tumor growth and improved survival. Further, RNA sequencing was used to investigate the mechanisms involved. Microcomputed tomography and differentiation assays indicated that the combination therapy improved bone quality by enhancing osteoblast differentiation and inhibiting osteoclast differentiation.

**Discussion:** Our conclusion is that a chemo-immunotherapy approach such as the one examined in this work has potential to emerge as a novel therapeutic strategy for treating bone-metastatic prostate cancer. This approach will enable a significant reduction in chemotherapy-associated toxicity, enhance sensitivity to immunotherapy, and improve bone quality.

## 1 Introduction

Bone is the most frequent metastatic site in patients with advanced prostate cancer (PCa). The presence of bone lesions contributes significantly to the decline in patient quality of life and increased mortality. These lesions result in weakened and brittle bones leading to fractures. Currently available treatments for such patients are mostly palliative and not curative. There is an urgent need for novel therapeutic strategies that can reduce the tumor burden and have additional therapeutic effects on the bone to undo the damage caused by the tumor. In the last few decades, combinational treatment strategies have emerged as a promising approach to treat various types of cancer. The use of multiple therapeutic strategies in combination can target the tumor using different mechanisms to reduce the occurrence of resistant cancer cells and improve efficacy. Additionally, therapeutics such as chemotherapies approved for other diseases can be repurposed in combination with other modalities such as immunotherapies to improve their anti-cancer potential.

An emerging chemotherapeutic to treat advanced PCa is cabozantinib (cabo), which is a tyrosine kinase inhibitor. It inhibits c-MET, vascular endothelial growth factor receptor (VEGFR-1, 2, 3), FLT3, c-KIT, and RET (Grüllich, 2014) along with AXL, all of which have been implicated in the process of tumorigenesis (Atkins and Tannir, 2018). In addition to their cytotoxic effects, chemotherapies can also have immunomodulatory effects, i.e., the treatment with certain drugs makes tumors more immunogenic (Zitvogel et al., 2023). Cabo can modulate the tumor microenvironment (TME) in multiple ways. It inhibits angiogenesis (by inhibiting VEGFR) and normalizes vascularization. This normalized tumor vasculature favors immune cell infiltration, making cabo an excellent partner for immunotherapies (Bergerot et al., 2019). Further, cabo has been shown to alter the phenotype of tumor cells by upregulating immune recognition markers and changing the immune-cell composition of the TME to a more anti-tumor repertoire. These changes have allowed cabo to be used in combination with a cancer vaccine to improve T cell mediated killing (Kwilas et al., 2014). More recently, cabo has been shown to induce immunogenic cell death *in vitro* in PCa cells (Scirocchi et al., 2021). All these studies point to the potent immunomodulatory effects of cabo that can be exploited to improve the efficacy of traditional or novel immunotherapies. Additionally, cabo also has been demonstrated to have pro-osteogenic effects by inducing a transient reduction in osteoclast (OC) number and increase in osteoblast (OB) numbers *in vivo* along with other modifications in bone structure and morphology (Haider et al., 2015).

Interleukin-27 (IL-27) is a versatile heterodimeric cytokine that has anti-tumor potential and has demonstrated limited toxicity in pre-clinical studies (Hisada et al., 2004). Many *in vivo* studies have demonstrated the anti-tumor effects of endogenous and exogenous IL-27. A study showed that IL27Rα-deficient mice had lower induction of cytotoxic T lymphocytes (CTLs) (Shinozaki et al., 2009). Natural Killer (NK) cells and Natural Killer T (NKT) cells have also been implicated in the anti-tumor activity of IL-27 (Wei et al., 2013). Such pre-clinical studies paved the way for using exogenous IL-27 as an anti-tumor immunotherapeutic. Our lab has extensively studied the effects of IL-27 on the bone microenvironment. Our studies have shown that IL-27 inhibits osteoclastogenesis and promotes OB differentiation, in prostate cancer *in vitro* models (Zolochevska et al., 2013a). Additionally, IL-27 was also able to improve bone density of mouse tibiae implanted with tumors. Some of the phenotypic changes caused in bone cells were due to the modulation of gene expression by IL-27 including the upregulation of pro-osteogenic genes in OBs, and downregulation of malignancy and osteoclastogenesis related genes in OCs (Zolochevska et al., 2013a). IL-27 also impacted osteoclastogenesis-related gene expression in T cells. As described above, bone metastasis is the leading contributor to PCa related morbidity and IL-27 is a promising therapeutic due to a combination of its anti-tumor and its pro-osteogenic effects. Further, IL-27 was modified at the C-terminus with a heptapeptide, LSLITRL (“pepL”), which targets the IL-6 receptor alpha subunit (IL-6Rα) (Su et al., 2005). Cancer cells have been shown to overexpress IL-6Rα and hence this receptor can be used to target tumor cells. One publication from our group (Figueiredo et al., 2020) demonstrated that the pepL could target a Gaussia Luciferase (Gluc) secreted protein to tumors following its gene delivery (pDNA-Gluc) and expression in skeletal muscle (relative to control non-specific C-terminal peptide, ns). Our group has also utilized the pepL to modify mouse IL-27 (IL-27pepL) and delivered this pDNA vector as a polyplex (complexed with cationic polymers) also into skeletal muscle *in vivo* using sonoporation. This work demonstrated the targeting ability of IL-27pepL relative to IL-27 containing a non-specific peptide (ns) at the C-terminus, as well as its improved bioactivity (Figueiredo et al., 2020). A major challenge in the field of cytokine therapy is the narrow therapeutic window due to the short half-life of cytokines (Donnelly et al., 2009). Gene therapy approaches prevent the need for repeated administration along with the flexibility to engineer the cytokine to enhance its bioactivity. Various non-viral gene delivery methods have been examined in the literature, with Sonoporation providing the advantage of organ or tissue-specific delivery of the gene since ultrasound waves can be applied to a localized region (Escoffre et al., 2013) such as skeletal muscle, as demonstrated in this study.

In the present study, a combination of IL-27pepL (referred to as IL-27 hereafter) and cabo was investigated in a bone-metastatic PCa model. It was hypothesized that the combination of IL-27 gene therapy and cabo could improve the immunogenicity of the tumor microenvironment, synergizing their anti-tumor effects while improving overall bone quality. A syngeneic mouse model was used to study the effect of IL-27, administered as gene therapy, and cabo, on intratibial tumors in an immune competent context. Tumor size was measured over time and tumors were harvested for analysis at the end of the study. Furthermore, the underlying molecular mechanisms involved in these anti-tumor effects were investigated, shedding light on the complex interplay between the tumor cells, bone microenvironment, and the immune response. Additionally, micro-computed tomography (µCT) was used to visualize and quantify bone changes resulting from the treatments.

RNA-sequencing showed that IL-27 gene delivered to mouse muscle modulated the immune-microenvironment of distal subcutaneous PCa tumors. *In vivo* experiments investigating the combination of IL-27 gene therapy combined with cabo demonstrated the potent inhibition of tumor growth by the combination compared to the monotherapy groups and the control group. Further, cabo administration increased the survival compared to the control group. The combination therapy had significant effects on bone quality as evidenced by microcomputed tomography (µCT) imaging. Morphometry analysis was used to determine the effect of the proposed therapy on bone parameters. *In vitro* differentiation assays were performed to elucidate the tumor-independent effects of IL-27 and cabo on bone cells including osteoblasts (OB) and osteoclasts (OC). The combination significantly promoted OB differentiation and inhibited OC differentiation.

Mechanistic evaluation of the therapeutic efficacy of IL-27 and cabo was performed by analyzing the differentially expressed genes (DEGs) obtained from sequencing total RNA from intratibial tumors. A number of immune-related pathways were enriched in the treatment groups compared to the control group. The immune infiltration in the intratibial tumors was estimated using TIMER2.0 analysis indicating an increase in pro-inflammatory immune cells and a decrease in regulatory immune cells. Finally, the efficacy of the treatment over time was evaluated by comparing DEGs in tumors harvested at two different time-points. Overall, this study proposes a novel combination therapy to treat bone-metastatic PCa which can reduce the tumor burden by enhancing the immunogenicity of the tumor microenvironment and improving bone quality by the restoration of the bone-remodeling homeostasis.

## 2 Materials and methods

### 2.1 Cell culture

Mouse adenocarcinoma cell line TC2Ras was cultured in Dulbecco’s modified Eagle’s medium–nutrient mixture F-12 (DMEM-F12) (Gibco, Waltham, Massachusetts) supplemented with 10% FBS (Hyclone, Cytiva, Marlborough, MA) and 1% antibiotic-antimycotic (Anti-Anti) (Gibco). TRAMP-C2 (ATCC, Manassas, VA) cells were transduced with a lentivirus expressing activated H-RasG12V (Lv-H-Ras) at a multiplicity of infection of 1 and a lentivirus expressing mouse androgen receptor at a multiplicity of infection of 1, resulting in TC2ras cells (Zolochevska et al., 2013b). TC2Ras cells were subsequently modified to express firefly luciferase (TC2Ras-Luc) to enable detection via bioluminescence imaging. The skeletal myoblast cell line C2C12 (ATCC) was cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Gibco) supplemented with 10% FBS and 1% anti-anti. Pre-osteoblast MC3T3-E1 (clone 14) cells (ATCC) were cultured in α-MEM media (Gibco) supplemented with 10% heat inactivated FBS and 1% anti-anti. FBS was heat inactivated by incubation at 55°C for 30 min, then kept at 4 °C prior to use. RAW 264.7 cells (ATCC) were cultured in DMEM supplemented with 10% FBS and 1% anti-anti.

### 2.2 Vectors

The plasmid pCpGfree-Lucia (pCpG-Lucia) was purchased from Invivogen (San Diego, CA). To construct the pTSTA-ctrl vector, the components of the TSTA system (GAL4 and VP16) (Zhang et al., 2002) were cloned into pCpGfree-Lucia (VectorBuilder). A duplex encoding two Gly4Ser sequences as a linker (2xG4S) and the pepL sequence (LSLITRL) was synthesized by IDT (Integrated DNA Technologies, Coralville, IA, United States) to have 5′and 3′‘sticky ends’ compatible with XcmI and NheI, respectively. To construct the pTSTA-IL27pepL vector, this duplex was ligated into the pCpGfree-Lucia vector along with the TSTA elements (Supplementary Figure S1). Another pair of vectors was constructed with the pORF9 (plasmid open reading frame 9) backbone (Invivogen, San Diego, CA). The plasmid pORF9 was linearized with XcmI and NheI, and the duplex was ligated to create a final construct (pORF9-IL27pepL) encoding EBI3-p28-(2xG4S)-pepL. The ‘empty vector’ was called pORF9-0. All vectors were purified using GeneJET plasmid endotoxin free Megaprep kits (Thermo Fisher; Waltham, MA, United States) and subsequently precipitated and resuspended in nuclease-free water (Ultrapure DNAse/RNAse-free distilled water) for complexation.

### 2.3 *In vivo* experiments and bioluminescence imaging (BLI)

Male C57/BL6 mice (8–10 weeks of age) were obtained from Envigo. Mice were handled in accordance with an approved study protocol by the Purdue Animal Care and Use Committee (PACUC). TC2ras cells were prepared for implantation by adding trypsin (0.25% Trypsin-EDTA, Gibco, Billings, MT) to the cells and washing with sterile 1x DPBS. The pellet was resuspended in 1x DPBS at an appropriate concentration. For the intratibial model, 10^5^ TC2Ras-Luc cells were injected in each tibia in 10 μL sterile 1xDPBS. For the subcutaneous model, 3 × 10^5^ TC2Ras cells were injected in each flank in 50 μL sterile 1xDPBS. Implantation was performed under 2% inhaled isoflurane anesthesia delivered by high-flow vaporizer (VetFlo, Kent Scientific, Torrington, CT). The early treatment at day 1 post-tumor injection is to model the impact of microlesions or micrometastases, which still model aggressive tumor growth.

For gene delivery via sonoporation, the plasmids (pTSTA-ctrl or pTSTA-IL27pepL) were diluted to the concentration of 10 µg per muscle in a 20 µL volume. Sonovue microbubbles (Bracco, Milan, Italy) were added to the DNA just before injection (30% of the total volume). Following injection of the pDNA and microbubbles, ultrasound gel (Aquasonic 100, Fairfield, NJ) was applied to the shaved skin and the 6 mm probe of a KTAC4000 sonoporator (NepaGene, Japan) was used to apply ultrasound to the skin to stimulate the muscle below (1 MHz, 50% duty cycle, 2 W/cm^2^, 60 s).

Cabozantinib (LC Sciences, Houston, TX) was suspended in 15% polyvinylpyrrolidone (PVP). Cabo or PVP were administered (30 mg/kg, 100 µL) via oral gavage every day for 2 weeks post implantation and gene therapy. Tumor growth was monitored using bioluminescence imaging (BLI) following I.P. injection of luciferin substrate (Carbosynth, United Kingdom). Gene delivery was monitored by measuring the expression of Lucia in the muscle using BLI by intravenous injection of a different substrate with no cross-reaction with luciferin (Bhaumik and Gambhir, 2002), coelenterazine (MedChemExpress, Monmouth Junction, NJ). Images were acquired using a Spectral AMI Optical Imaging System (Spectral Instruments, Tucson, AZ).

### 2.4 Tissue collection

Mice were euthanized humanely using carbon dioxide from compressed cylinders according to the best practices determined by the American Veterinary Medical Association (AVMA) guidelines for the Euthanasia of Animals (2020), when animals presented signs of decreased quality of life or displayed any limb related discomfort. Blood was collected once a week from the submandibular vein and centrifuged to collect serum. In the subcutaneous model, tumors were harvested 1 week post implantation for RNA-sequencing analysis. In the intratibial model, 3 mice per group were euthanized 14 days post implantation, whereas the remainder of the mice (*n* = 4 mice) were allowed to progress to the ethical endpoint. Post-euthanasia, tumors were collected in RNAlater (Invitrogen, Waltham, MA) and preserved for further RNA isolation and analysis. Additionally, tibiae were collected in 10% buffered formalin (Fisher Scientific, Waltham, MA).

### 2.5 Microcomputed tomography (µCT) analysis of tibiae

Intact tibiae harvested from mice following fixation in 10% buffered formalin for 24 h and then stored in 70% ethanol were scanned using a Perkin Elmer Quantum GX µCT imaging system (PerkinElmer, Waltham, MA). Scans were performed with a 25 mm field of view, high resolution, and a scan time of 4 min. Scan parameters were: 90 kVp, 88 μA, and no frame averaging. Tibiae were reconstructed with an isotropic voxel resolution of 10 μm, and the images were analyzed using an adaptive thresholding algorithm in the manufacturer’s software (AccuCT 1.1 beta, PerkinElmer). The morphometric parameters measured included cortical area, total area, cortical thickness, bone volume, total volume, and trabecular bone surface area.

### 2.6 *In vitro* osteoblast/osteoclast differentiation

To collect conditioned media, C2C12 cells were seeded in a 6-well plate up to a confluency of 70%–80% in DMEM media. They were then transfected with either pORF9-0 or pORF9-IL27pepL plasmids using Lipofectamine 3000 (ThermoFisher, Waltham, MA) according to the manufacturer’s protocol. Briefly, 2.5 µg pDNA was complexed with 3.75 µL Lipofectamine 3000 reagent in the presence of 5 µL P3000 reagent in Opti-MEM media (Gibco). The complex was stabilized at room temperature for 15 min before being added to cells. 6 h later, transfection media was replaced with fresh DMEM supplemented with 2% FBS. Conditioned media (either control or containing IL-27pepL) were then collected after 24 h of incubation.

Osteoblast and osteoclast differentiation were assessed by differentiating MC3T3-E1 (clone 14, ATCC) preosteoblasts and RAW 264.7 monocytic cells (ATCC), respectively, in the presence of conditioned media and cabozantinib/DMSO. For osteoblasts, 5 × 10^4^ MC3T3-E1 cells were seeded in a 24-well plate and cultured with differentiation supplements (Millipore; ECM810, ascorbic acid (0.2 mM), 2-glycerol phosphate (10 mM), and melatonin (50 nM from day 10 onwards)) for 14 days. Conditioned media (with or without IL-27pepL) or cabozantinib (0.5 µM)/DMSO or a combination of IL-27pepL and cabozantinib was added to the cells to test the effect of the treatments on osteoblast differentiation. Cells were fixed with 10% buffered formalin and stained for alkaline phosphatase for 15 min in the dark (Millipore Sigma, Burlington, MA). The area occupied by positively stained cells (mature osteoblasts) was quantified using ImageJ.

For osteoclasts, 8 × 10^4^ RAW 264.7 cells were seeded in a 24-well plate and cultured with 50 ng/mL RANKL (R&D Systems, Minneapolis, MN) for 6 days. Similar to osteoblast differentiation, cells were treated with conditioned media (with or without IL-27pepL), cabozantinib/DMSO, or a combination. At the end of the differentiation period, 5 random fields per well were imaged using a microscope (20X). Cells fixed in 10% buffered formalin and were stained for Tartrate-Resistant Acid Phosphatase (TRAP) (Cosmo Bio, Japan). Multinucleated cells (>3 nuclei) that stained positive for TRAP were counted as differentiated osteoclasts.

### 2.7 RNA extraction

Tumors were preserved in RNAlater at 4°C for up to 1 week, following manufacturer’s protocols, to preserve RNA integrity for downstream applications. RNAlater was aspirated off tumor tissues and then kept in microcentrifuge tubes at −80°C. Total RNA was isolated from sections of these tumors. Briefly, 600 μL of RLT buffer + 10 μL of β-Mercaptoethanol were added to the tumor section, and homogenized with a PRO200 homogenizer (MidSci, ValleyPark, MO, United States) in three brief pulses of 10–15 s each at a mid-power. Lysates were then processed using a Qiagen RNAeasy kit (Qiagen) and eluted in 30 μL nuclease free water (Ultrapure DNAse/RNAse-free distilled water, ThermoFisher).

### 2.8 RNA-sequencing analysis

Total RNA was sequenced by LC Sciences (Houston, TX) with analysis support. Before sequencing, RNA integrity was checked with an Agilent 2100 Bioanalyzer to ensure a minimum RNA Integrity Number (RIN) of 8. Illumina’s TruSeq-stranded-mRNA protocol was followed to prepare a poly (A) RNA sequencing library and Poly (A) tail-containing mRNAs were purified using oligo- (dT) magnetic beads. The purified poly (A) RNA was fragmented using divalent cation buffer in elevated temperature. Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip was used to perform quality control analysis and to quantify the sequencing library. Illumina’s NovaSeq 6000 sequencing system was used to perform paired-ended sequencing. Transcript reads that contained adaptor contamination, low quality bases and undetermined bases were removed using cutadapt (Martin, 2011) and perl scripts in house. FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to verify sequence quality, and HISAT2 (Kim et al., 2015) was used to map reads to the *Mus musculus* genome.

StringTie (Pertea et al., 2015) was used to assemble reads in the transcript, perl scripts and gffcompare were employed to merge the transcriptomes and reconstruct a comprehensive transcriptome. StringTie and ballgown (http://www.bioconductor.org/packages/release/bioc/html/ballgown.html) were used to estimate transcript expression levels. The mRNA expression levels were calculated using StringTie by determining the Fragments Per Kilobase of transcript per Million mapped reads (FPKM). Outliers within treatment groups were identified using Pearson correlation analysis, considering an outlier to be any value with an R value less than 0.9. Differential expression analysis of mRNAs between two groups was performed using the R package DESeq2 (Love et al., 2014) between two different groups (and by R package edgeR (Robinson et al., 2010) between two samples). The mRNAs with *p*-value below 0.05 and absolute fold change ≥ 1.5 were considered differentially expressed mRNAs. Metascape (Zhou et al., 2019) was used for ontology assessment to identify potential cellular processes and pathways associated with the observed differential gene expression.

### 2.9 Immune cell profiling using RNA-sequencing data

To predict the immune-composition of the tumor microenvironment, TIMER2.0 was used (Shalapour et al., 2015). TIMER2.0 uses the immunedeconv package (Sturm et al., 2019) to estimate immune cell abundance using six algorithms taking tissue-type specific information into account (PRAD, prostate adenocarcinoma, for example,) in order to improve the estimation accuracy. This tool provides a detailed immune cell profiling (>100 cell types), using recently characterized algorithms (including EPIC, quanTIseq and TIMER) in this comprehensive platform.

### 2.10 Statistics

Statistical analysis of RNA-sequencing data was performed via R package DESeq2. For other analyses, GraphPad Prism version 6 for Windows (GraphPad Software, San Diego, CA) was used to calculate statistically significant differences among groups, using unpaired *t*-test or ANOVA with *p*-value <0.05 considered significant. *TumGrowth* (https://github.com/kroemerlab) was used to calculate significance and overall survival for the *in vivo* tumor growth experiment.

## 3 Results

### 3.1 IL-27 gene therapy promotes immunomodulation within the tumor microenvironment

The overall impact of IL-27 gene therapy on the tumor microenvironment was assessed by initially implanting subcutaneous TC2Ras tumors in mice followed by the intramuscular delivery of plasmid expressing IL-27pepL or a control plasmid, aided by sonoporation. 

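RNA was sequenced from 2 subcutaneous tumors of mice given the IL-27 plasmid and from 2 tumors of mice given the control plasmid. Each tumor grew from 300000 TC2Ras cells, a mouse prostate adenocarcinoma line derived from TRAMP-C2 cells that expresses activated H-Ras, and each injected muscle received 10 µg of plasmid. The libraries were stranded and poly(A)-selected and were read in pairs on an Illumina NovaSeq instrument. The authors removed adaptor and low-quality reads with cutadapt, mapped the other reads to the mouse genome with HISAT2 and deposited whole-number counts per Ensembl gene, without normalization. The paper's text names StringTie and ballgown for its expression levels, but not the program that made these counts, the genome build or the annotation. Of the 55401 gene identifiers, 55141 are in GENCODE M21, whose GRCm38 coordinates are given here, and 260 are not. Between 69240429 and 83782258 counts fell on genes in each tumor, with a median of 78980472 in the IL-27 treated tumors and 76511343.5 in the control tumors. Between 32.3% and 34.2% of the low values of these libraries, from 1 to 20, were multiples of 4. Such a pattern could be left if 1 sequenced fragment often adds 4 to the count of a gene. That cause was not tested, so the counting error may be larger than the counts imply. Pearson's r across genes was 0.949 between the IL-27 treated tumors and 0.946 between the control tumors, above the limit of 0.9 that the paper set for outliers. Library sizes were normalized by the TMM method of edgeR, 19360 genes passed edgeR's filter on low counts, and edgeR's quasi-likelihood test compared the groups, with Benjamini-Hochberg adjustment. As in the methods of the paper, a DEG had an unadjusted p under 0.05 and an absolute fold change of at least 1.5. Lists of marker genes took the place of the GO and KEGG gene sets, which were not used here. Each list was tested with limma's camera method, which sets its genes against all other genes and does not count animals, and with limma's fry method, which sets its change against the spread between tumors. The p-values of the lists were adjusted over all lists tested in an experiment, from a total of 27 lists. With 2 tumors against 2, an exact two-sided permutation test cannot give a p below 0.333.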

The tumors were harvested 7 days post-implantation and total RNA was isolated for sequencing.

A total of 1620 differentially expressed genes (DEGs) were upregulated and 3724 DEGs were downregulated in the IL-27 treated tumor compared to the control vector-treated tumor (Figure 1A). 

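In the deposited counts, 2379 genes were upregulated and 4477 genes were downregulated in the IL-27 treated tumors relative to the control tumors. These counts follow the limits in the methods of the paper. At the limits read from Figure 1A, an adjusted p under 0.05 and an absolute log2 fold change of at least 1, they were 682 and 3198. After adjustment, 3880 genes had an adjusted p under 0.05 in edgeR's test, of which 682 were upregulated. Among the 266 tested genes of the marker lists, 109 had an adjusted p under 0.05, and 141 when the p-values were adjusted over these genes alone. Of the alternatives, the one that moved the downregulated DEGs most removed the trend of each library with the GC content and length of the transcripts, and was chosen after seeing the data. It gave 2327 upregulated and 2412 downregulated DEGs, of which 1026 and 1969 were also DEGs without it, and 1588 genes with an adjusted p under 0.05. Upregulated DEGs numbered 3389 with DESeq2 and 2881 with the RLE normalization. Fold changes followed the GC content of the transcripts. Among the 4835 tested genes with the lowest GC content, between 17.1% and 44.5%, the median log2 fold change was 0.85, with 1458 genes upregulated and 53 downregulated. Among the 4834 genes with the highest, between 53.9% and 78.3%, it was -2.05, with 71 genes upregulated and 3126 downregulated. Of the upregulated genes without overlap between the groups, Acta1, Ngp and Prn had the smallest p. Acta1 (ENSMUSG00000031972), on chromosome 8 from 123891769 to 123894751, encodes the actin of skeletal muscle, and its reads can be shared with Actc1. It had 53.4 ± 2.81 CPM (counts scaled for library size by edgeR; SD, n = 2) with IL-27 and 0.826 ± 0.303 (SD, n = 2) with the control plasmid. The log2 fold change of Acta1 was 6.01 (standard error 0.47, edgeR adjusted p = 0.00138). Ngp (ENSMUSG00000032484), a gene of neutrophil granules on chromosome 9 from 110419747 to 110423012, rose from 0.130 ± 0.0295 to 12.5 ± 0.215 CPM (SD, n = 2 each), with a log2 fold change of 6.57 (standard error 0.56). Prn (ENSMUSG00000098754), on chromosome 2 from 131909957 to 131956130, overlaps Prnp and Prnd, so its counts are uncertain, and it had no counts in either control tumor against 891 and 1347 in the IL-27 treated tumors. Of the downregulated genes, Rplp1, Arhgap45 and Gcn1l1 had the smallest p, with log2 fold changes of -6.03, -5.82 and -5.61. Rplp1 (ENSMUSG00000007892), on chromosome 9 from 61913284 to 61914542, encodes a ribosomal protein with near-identical copies elsewhere in the genome, so its counts are uncertain.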

STAT1 (fold change = 2.53) and STAT4 (fold change = 4.22) were significantly upregulated in IL-27 treated tumors (Figure 1A). 

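Stat4 (ENSMUSG00000062939) lies on chromosome 1 from 51987148 to 52107189 and encodes a transcription factor of T cells and NK cells. It had 15.8 ± 5.57 CPM (SD, n = 2) in the IL-27 treated tumors and 3.62 ± 3.26 (SD, n = 2) in the control tumors. For Stat4 the log2 fold change was 2.13 (standard error 0.73), a fold change of 4.37, with an unadjusted p of 0.0226 and an adjusted p of 0.0845 in edgeR's test. With the p-values adjusted over the genes of the marker lists alone, edgeR's adjusted p was 0.044 for Stat4. Removing the trend with GC content and length, the alternative without a pairing of tumors that moved it most, gave a log2 fold change of 1.67.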

IL-27 exerts many of its anti-tumor effects via STAT1 mediated signaling, indicating that the delivered IL-27 is bioactive (Figueiredo et al., 2020). In PCa, IL-27/STAT1 has been shown to decrease angiogenesis and increase the production of immunomodulatory chemokines such as CXCL10 and CXCL11 (Shen and Lentsch, 2004). 

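Cxcl11 (ENSMUSG00000060183) lies on chromosome 5 from 92359544 to 92365485, beside Cxcl10 from 92346638 to 92348889. Both encode chemokines that attract T cells. Cxcl11 had 35 and 85 counts in the IL-27 treated tumors and 7 and 0 in the control tumors, or 0.767 ± 0.457 and 0.0439 ± 0.0621 CPM (SD, n = 2 each). The log2 fold change of Cxcl11 was 4.06 (standard error 1.52), a fold change of 16.7, with an unadjusted p of 0.0323 and an adjusted p of 0.106 in edgeR's test. Cxcl10 (ENSMUSG00000034855) had 7.40 ± 2.14 CPM with IL-27 and 13.4 ± 1.43 CPM without it (SD, n = 2 each). This is a log2 fold change of -0.86 (standard error 0.41), which did not pass the adjustment (edgeR, adjusted p = 0.186).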

In this experiment, IL-27 treatment significantly upregulated CXCL11 with a fold change of 20.59.

**FIGURE 1:**
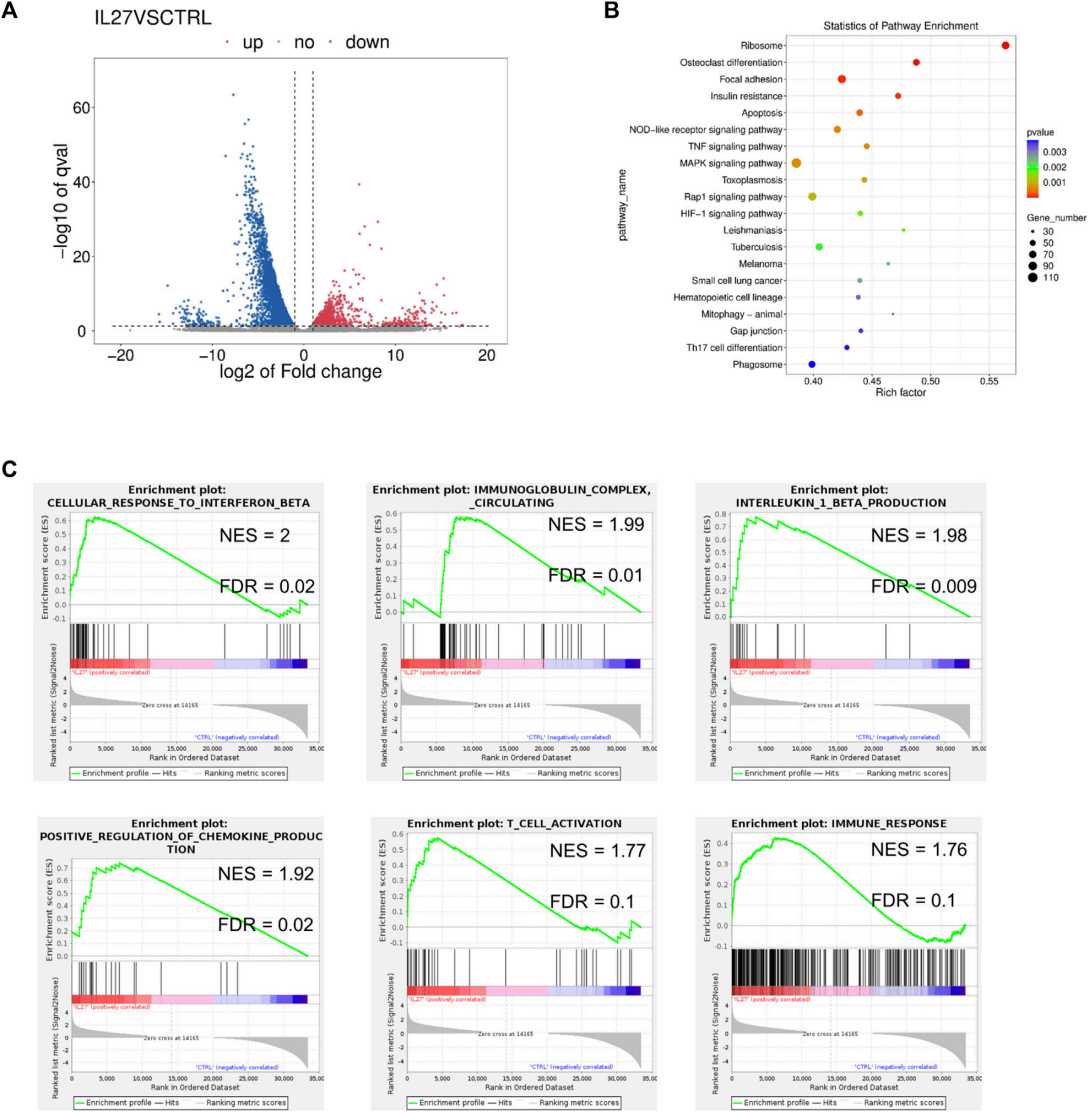
RNAseq analysis of IL-27 treated tumors. **(A)** Volcano plot representing the DEGs in IL-27 treated tumor compared to empty vector treated tumor, **(B)** GSEA pathway enrichment (KEGG) scatter plot showing the number of genes involved in the enriched pathways, **(C)** Enrichment plots obtained from GSEA showing the normalized enrichment score (NES) and the false discovery rate (FDR) of some select pathways in the GO database.

GSEA analysis was used to detect enriched pathways associated with the DEGs. 

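Osteoclast (OC) differentiation was measured by 22 genes, among them Tnfrsf11a, Ctsk, Acp5 and Nfatc1, of which 9 were higher in the IL-27 treated tumors. The mean log2 CPM of the list was 2.96 ± 0.22 (SD, n = 2) with IL-27 and 3.72 ± 0.02 (SD, n = 2) without it, and the median log2 fold change was -0.49. The adjusted p of this list was 0.286 from limma camera and 0.175 from fry. Its direction reversed to a median log2 fold change of 0.54 when the trend with GC content and length was removed. For 19 genes of TNF signaling, 10 were higher, with a median log2 fold change of 0.26 and an adjusted p of 0.402 from limma camera. Only 3 genes of Th17 cells passed the filter on low counts, with a median log2 fold change of 0.89 and an adjusted p of 0.486 from limma camera.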

The top enriched pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database included *OC differentiation* along with immune-associated pathways such as *TNF signaling*, and *Th17 differentiation* (Figure 1B). 

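The 26 genes of the type I IFN response, such as Isg15, Ifit1, Mx1, Oas2 and Rsad2, had a mean log2 CPM of 4.78 ± 0.68 (SD, n = 2) in the IL-27 treated tumors and 3.61 ± 0.33 (SD, n = 2) in the control tumors. Of these, 21 were higher with IL-27, and the median log2 fold change was 1.61. The adjusted p was 5.35e-05 from limma camera and 0.294 from fry. Among its single genes, Mx1 had a log2 fold change of 2.76 (standard error 0.39, edgeR adjusted p = 0.00394), and Isg15 had one of -1.81 (standard error 0.51, edgeR adjusted p = 0.0497). The mRNA of the type I interferons themselves was too low to be tested, for Ifnb1 and for each of the other 13 genes of the family. Only 4 immunoglobulin genes could be tested, with a median log2 fold change of 5.31 and an adjusted p of 0.188 from limma camera. Ighm, whose constant region is shared by many rearranged transcripts, had 201 ± 265 CPM (SD, n = 2) with IL-27 and 8.11 ± 2.36 (SD, n = 2) without it, a difference no larger than the spread between the IL-27 treated tumors. For 9 genes of IL-1β production, including Nlrp3, Casp1 and Aim2, the median log2 fold change was 1.29, with an adjusted p of 0.0506 from limma camera. For 13 chemokine genes it was 0.68, with an adjusted p of 0.137 from limma camera. Within that list, Ccl8 rose by a log2 fold change of 3.99 (standard error 0.75, edgeR adjusted p = 0.011) and Ccl5 had one of -2.18 (standard error 0.56, edgeR adjusted p = 0.0366).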

IL-27 also enriched the processes of *IFNβ response*, *immunoglobulin response*, *IL-1β production*, and *chemokine production* in the Gene Ontology (GO) database (Figure 1C). Additionally, *T cell activation* and other immune-related responses were enriched. 

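For 9 genes of T cell activation, such as Cd69, Icos, Tnfrsf9 and Ifng, the mean log2 CPM was 1.69 ± 0.13 (SD, n = 2) with IL-27 and -0.10 ± 0.08 (SD, n = 2) with the control plasmid. Of these, 8 were higher, the median log2 fold change was 1.48, and the adjusted p was 0.0292 from limma camera and 0.0721 from fry. Cd8a (ENSMUSG00000053977), on chromosome 6 from 71373427 to 71379173, had 4.12 ± 2.70 CPM with IL-27 and 0.225 ± 0.105 CPM without it (SD, n = 2 each). That is a log2 fold change of 4.19 (standard error 0.79, edgeR adjusted p = 0.0113). The 9 genes of NK cells had a median log2 fold change of 1.90, with an adjusted p of 0.0262 from limma camera and 0.215 from fry.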

Additionally, DEG lists were examined with Enrichr (Xie et al., 2021), and the pathways enriched in Reactome 2022 were obtained (Table 1). The top pathways (lowest *p*-values) included immune-related processes involving *cytokine signaling*, *interleukin signaling*, *adaptive immune-response*, *innate immune system*, and *pro-inflammatory cell recruitment*. 

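Enrichr was not used here, and the mouse Reactome sets of the fgsea package were tested with a one-sided Fisher's exact test, adjusted over the 8 pathways tested. All 8 are among the pathways that the paper lists in Table 1 from these same tumors. Their enrichment here is thus no independent support. The background was the 15248 tested genes with an Entrez identifier, of which 2103 were upregulated DEGs. Immune System held 184 of these DEGs among its 795 genes, where 109.6 were expected by chance (adjusted p = 1.41e-12, Fisher's exact test). Cytokine Signaling in Immune System held 53 of 217 genes (exact test, adjusted p = 3.44e-05), Signaling by Interleukins 23 of 102 (adjusted p = 0.0108), Adaptive Immune System 70 of 380 (adjusted p = 0.00793) and Innate Immune System 110 of 480 (adjusted p = 7.36e-08). Toll-Like Receptors Cascades held 24 of 104 genes (exact test, adjusted p = 0.00793) and lost its call when the trend with GC content and length was removed, with 19 genes and an adjusted p of 0.0908. With only the 606 upregulated genes of the background that had an adjusted p under 0.05 as the list, Signaling by Interleukins held 8 genes (exact test, adjusted p = 0.0573) and Toll-Like Receptors Cascades 3 (adjusted p = 0.788), so both lost their call. Striated Muscle Contraction held 17 of 28 genes (exact test, adjusted p = 4.2e-08) and Muscle Contraction 20 of 55 (adjusted p = 3.62e-05). Among the 4109 downregulated DEGs of the background none of the 8 pathways was enriched, with 213 genes of Immune System against 214.2 expected and a lowest adjusted p of 0.991. Fisher's test treats the genes as independent, and they are not replicates.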

Recently, it was discovered that type I IFN signaling is suppressed in bone metastatic prostate tumor cells and this mechanism could be driving metastasis by reducing immunogenicity (Owen et al., 2020). Restoration of IFN signaling could improve the efficacy of immunomodulatory therapeutics. These data confirmed that IL-27 gene therapy is able to modulate the tumor immune-microenvironment and can potentially facilitate the efficacy of other immunomodulatory and cytotoxic therapeutics such as cabozantinib.

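Neither gene of the cytokine carried by the plasmid was higher in the IL-27 treated tumors, which the paper calls distal to the muscle given the plasmid. Il27 (ENSMUSG00000044701), on chromosome 7 from 126589010 to 126594941, had 5 and 0 counts in the IL-27 treated tumors and 10 and 3 in the control tumors. Ebi3 (ENSMUSG00000003206), which encodes the other subunit of IL-27, had 0.345 ± 0.255 CPM with IL-27 and 1.84 ± 0.512 CPM without it (SD, n = 2 each), with a log2 fold change of -2.41 (standard error 0.80, edgeR adjusted p = 0.0767). The 22 genes of skeletal muscle had a mean log2 CPM of 4.63 ± 1.10 (SD, n = 2) in the IL-27 treated tumors and -1.30 ± 1.25 (SD, n = 2) in the control tumors, with an exact permutation p of 0.333, the smallest that 2 tumors against 2 allow. A list of 6 genes of myeloid cells of the marrow, Mpo, Ctsg, Ngp, Ltf, S100a8 and S100a9, had a mean log2 CPM of 1.77 ± 0.02 with IL-27 and -2.90 ± 0.37 without it (SD, n = 2 each), with 5 genes higher, a median log2 fold change of 5.28 and an adjusted p of 4.82e-06 from limma camera and 0.0657 from fry. Hras (ENSMUSG00000025499), on chromosome 7 from 141189105 to 141194005, had 163 and 182 counts in the IL-27 treated tumors, 3689 and 1412 in the control tumors and between 1155 and 4469 in the intratibial tumors. Its log2 fold change in the subcutaneous tumors was -3.89 (standard error 0.54, edgeR adjusted p = 0.00371) and it was -2.18 with the trend in GC content and length removed. From the upregulation of single genes, Stat4 and Cxcl11 among them, and from the enriched immune pathways, the paper concludes that IL-27 gene therapy can modulate the tumor immune-microenvironment, and it proposes that this can aid other therapeutics.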

**TABLE 1:** Top 10 enriched pathways following IL-27 gene therapy.

Enriched pathways in Reactome 2022 (upregulated DEGs)	*p*-value
Immune System R-HSA-168256	5.31E-16
Cytokine Signaling In Immune System R-HSA-1280215	2.16E-09
Interleukin-10 Signaling R-HSA-6783783	3.15E-08
Signaling By Interleukins R-HSA-449147	5.23E-08
Striated Muscle Contraction R-HSA-390522	9.29E-08
Adaptive Immune System R-HSA-1280218	2.83E-07
Interleukin-4 And Interleukin-13 Signaling R-HSA-6785807	3.73E-06
Muscle Contraction R-HSA-397014	7.26E-06
Toll-like Receptor Cascades R-HSA-168898	1.54E-05
Innate Immune System R-HSA-168249	3.60E-05

### 3.2 The combination of cabozantinib and IL-27 inhibits the growth of PCa in the bone and improves survival

To investigate the therapeutic potential of IL-27 and cabo on bone-metastatic PCa, a syngeneic intratibial mouse tumor model (n = 7 mice per group) was used. TC2Ras-Luc cells were injected intratibially promote tumor development. The TSTA IL-27pepL-Lucia gene therapy was delivered to the tibialis anterior muscle using sonoporation in half the cohort. A control vector containing only Lucia was used in the other half of the cohort (Figure 2A). Additionally, cabo or polyvinylpyrolidone (PVP, vehicle control) was administered via oral gavage for 2 weeks. During the course of the experiment, tumor growth was measured by BLI (Figures 2B, C). Randomly selected animals were euthanized on day 14 (*n* = 3 per group) while the rest of the mice continued to stay in the study until endpoint for survival study (Figure 2D). Day 14 was selected as the time-point for mechanistic investigation of therapy efficacy based on previous pilot experiments (data not shown). Secreted Lucia was detected in the serum 14 days post implantation indicating successful transfection of the muscle cells (Supplementary Figure S2).

**FIGURE 2:**
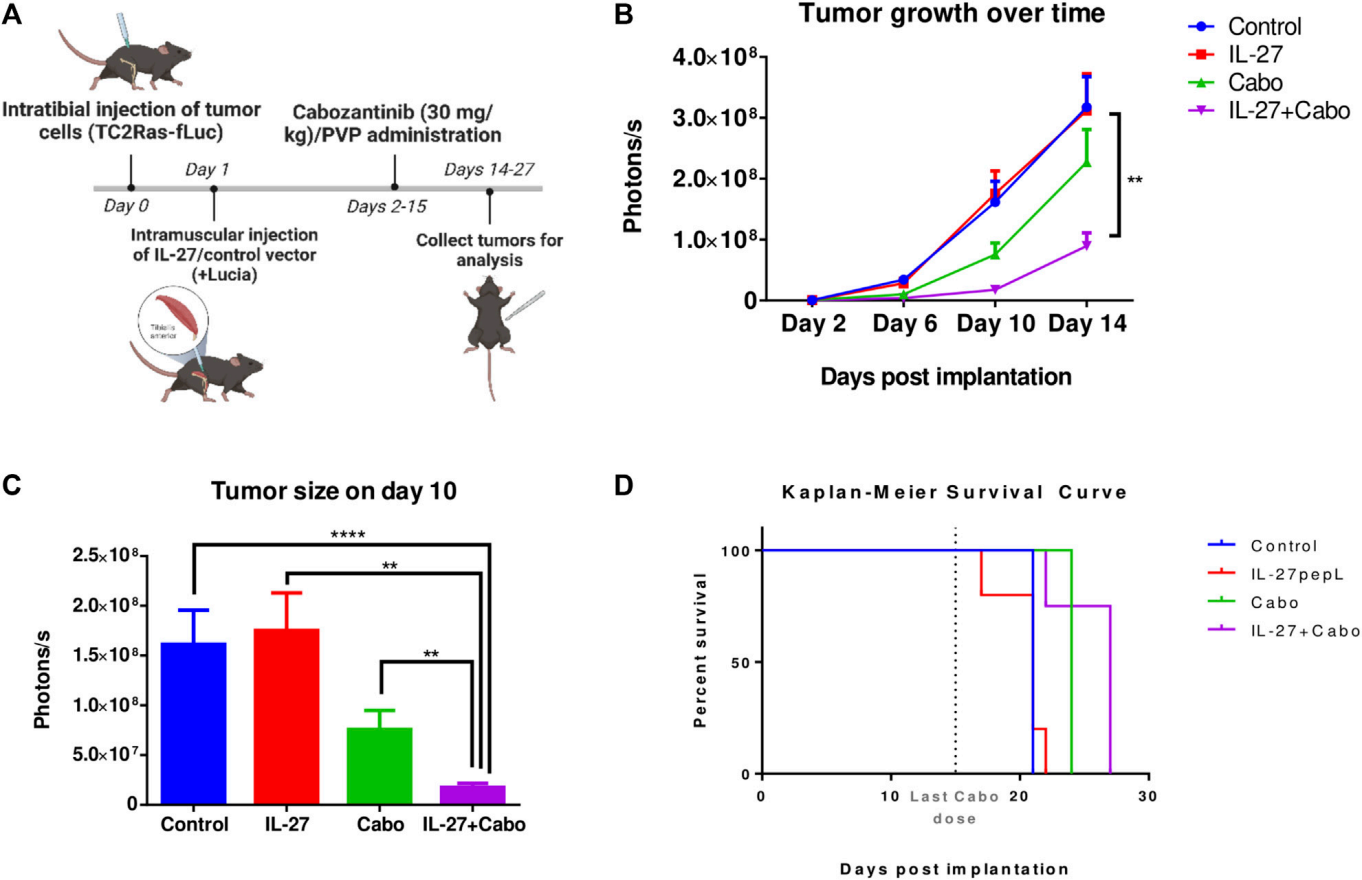
*In vivo* evaluation of IL-27 and cabo efficacy against syngeneic intratibial prostate tumors. **(A)** Experiment methodology and **(B)** tumor growth over time measured by BLI, *n* = 7 mice per group, mean ± SEM (Type II ANOVA with Tukey’s multiple comparison test, Control vs. IL-27+cabo **p < 0.01) **(C)** Tumor sizes compared on day 10, *n* = 7 mice per group. Mean ± SEM (Wilcoxon Rank-Sum test with Holm adjustment, ****p < 0.0001, **p < 0.01). **(D)** Survival curve, cabo (*p* = 0.0355) and cabo + IL-27 (*p* = 0.0063) treatments provided significant survival advantage over the control group, *n* = 4 mice per group, *p*-value calculated using the Cox regression model with Bonferroni adjustment. Analysis performed using TumGrowth (https://github.com/kroemerlab) to calculate significance.

BLI showed that the combination of cabo and IL-27 inhibited prostate tumor growth in the bone (Figures 2B, C). The inhibitory effects of the combination were significantly greater than the monotherapies, potentially indicating a synergistic effect. While cabo monotherapy inhibited tumor growth and extended survival, IL-27 monotherapy did not demonstrate these therapeutic effects. However, in combination, the therapeutic effects were significantly greater.

### 3.3 Cabozantinib and IL-27 treatment improved bone quality *in vivo*

To assess the impact of the proposed treatment combination on the bone microenvironment, µCT analysis was performed using tibiae harvested from mice implanted with intratibial TC2Ras tumors and treated with either IL-27/cabo monotherapy or the combination (IL-27+cabo). 3D reconstruction of the bones showed that the tumors caused significant damage to the tibiae, resulting in mixed osteolytic and osteoblastic lesions. Control animals showed severe degradation of the bone structure compared to IL-27/cabo treated animals, with the combination group having the best bone quality (Figure 3). The 2D lateral and cross-sectional images further demonstrated the improvement in bone quality due to IL-27 and cabo (Figure 3B, C). Moreover, the IL-27+cabo group had a trabecular architecture closer to normal relative to each of the individual treatments and the control (vehicle/control vector) group (Figure 3C).

**FIGURE 3:**
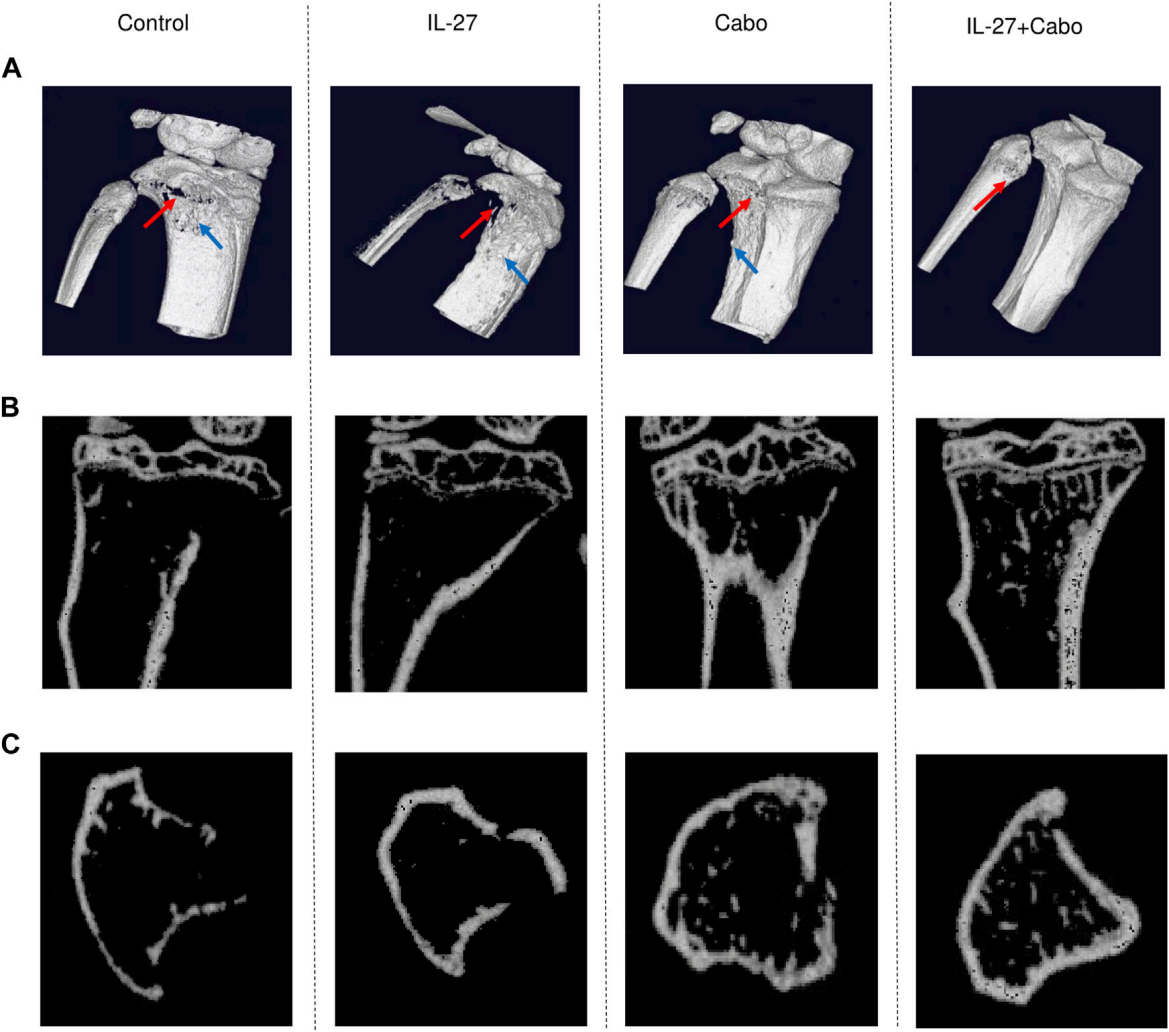
Micro-tomographic (µCT) analysis of tibiae from tumor-bearing mice treated with IL-27, cabo, and combination (IL-27+cabo). 14 days post intratibial TC2Ras tumor implantation, tibiae were harvested from mice and imaged using µCT. **(A)** Representative 3D reconstruction (10 µm) of the tibiae showing tumor-induced osteolysis (red arrows) and osteoblastic lesions (blue arrow). Representative 2D **(B)** lateral, and **(C)** cross-sectional µCT images showing the retention of bone structure in treated animals relative to control.

Next, morphometry analysis was performed to quantify bone-related parameters. A 100 slice-thick region of interest (ROI) located 1 mm from the growth plate was selected. The ROI size was kept constant for all scans. Cabo treatment resulted in a significantly increased total bone area (cortical and trabecular) (Figures 3A, B). The cabo and IL-27+cabo groups showed significant improvements in bone volume and total volume relative to control (Figures 3D, E). Although the effect of the IL-27 monotherapy did not reach statistical significance in these data, a trend in improved bone quality was observed with the IL-27 treatment increasing bone volume and trabecular bone surface area. Confirming the trends observed in the cross-sectional images, trabecular bone surface and cortical parameters such as cortical area and thickness also improved upon cabo/combination therapy compared to control (Figures 3A, C, F). In summary, cabo treated groups displayed significantly improved bone quality in tumor-bearing mice through an enhanced retention of trabecular structure and cortical thickness relative to controls. Figure 4.

**FIGURE 4:**
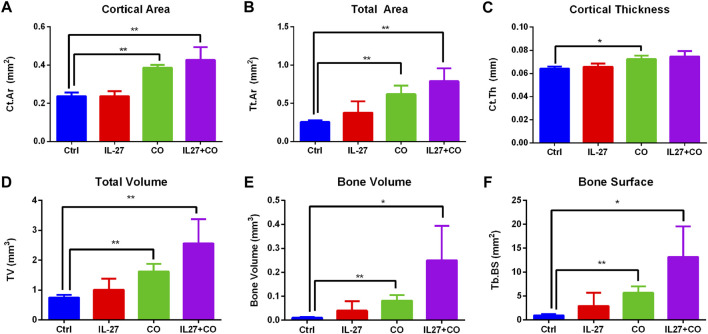
Morphometric analysis of bone parameters. AccuCT software was used to quantify bone quality and structure. Overall parameters such as **(A)** bone volume **(B)** total volume **(C)** total area, trabecular parameters such as **(D)** trabecular bone surface area, and cortical parameters such as **(E)** cortical area and **(F)** cortical thickness were measured. Cabo and IL-27+cabo groups showed significant improvements in bone parameters relative to the control group treated with vehicle (PVP) and control vector. Data presented as mean ± SEM, *n* = 6 bones, Mann-Whitney test, *p < 0.05, **p < 0.01.

### 3.4 IL-27 and cabo treatment enhances osteoblast differentiation and inhibits osteoclast differentiation *in vitro*

IL-27 and cabo can improve bone quality in tumor-bearing mice by directly reducing tumor burden; additionally, it was found that IL-27 and cabo have direct activity on bone cells. To test the effects of IL-27 and cabo combination on bone cells, *in vitro* experiments were performed to model our *in vivo* experimental setup (i.e., genes delivered to muscle). First, conditioned media (CM) was generated by transfecting C2C12 muscle cells with either a control vector (pTSTA-ctrl) or an IL-27pepL vector (pTSTA-IL27). Next, CM was collected at 24 h and 48 h intervals and was used to culture bone cells *in vitro* undergoing differentiation in the presence of supplements.

3.5 MC3T3-E1 (pre-osteoblastic, clone 14) cells were cultured either with CM (ctrl or IL-27) and/or cabo (0.5 µM)/DMSO vehicle in the presence of OB differentiation supplements for 14 days. Alkaline phosphatase staining showed that treatment with IL-27 CM in combination with cabo significantly increased OB differentiation relative to monotherapy with IL-27 or cabo (Figures 5A, B). Next, RAW264.7 cells (monocyte/macrophage cell line) were similarly cultured with CM (ctrl or IL-27) and in the presence of or absence of osteoclastogenic stimulus RANKL (50 ng/mL). On the sixth day, the cells were stained for TRAP activity and multi-nucleated (>3 nuclei) TRAP + cells were counted as a measure of OC differentiation (Figure 5C). Both cabo and the combination (cabo + IL-27) groups showed significantly fewer TRAP + cells relative to the control or IL-27 monotherapy group. These results indicate that, in addition to their anti-tumor effects, IL-27 and cabo improve bone quality by influencing both OB and OC differentiation.

**FIGURE 5:**
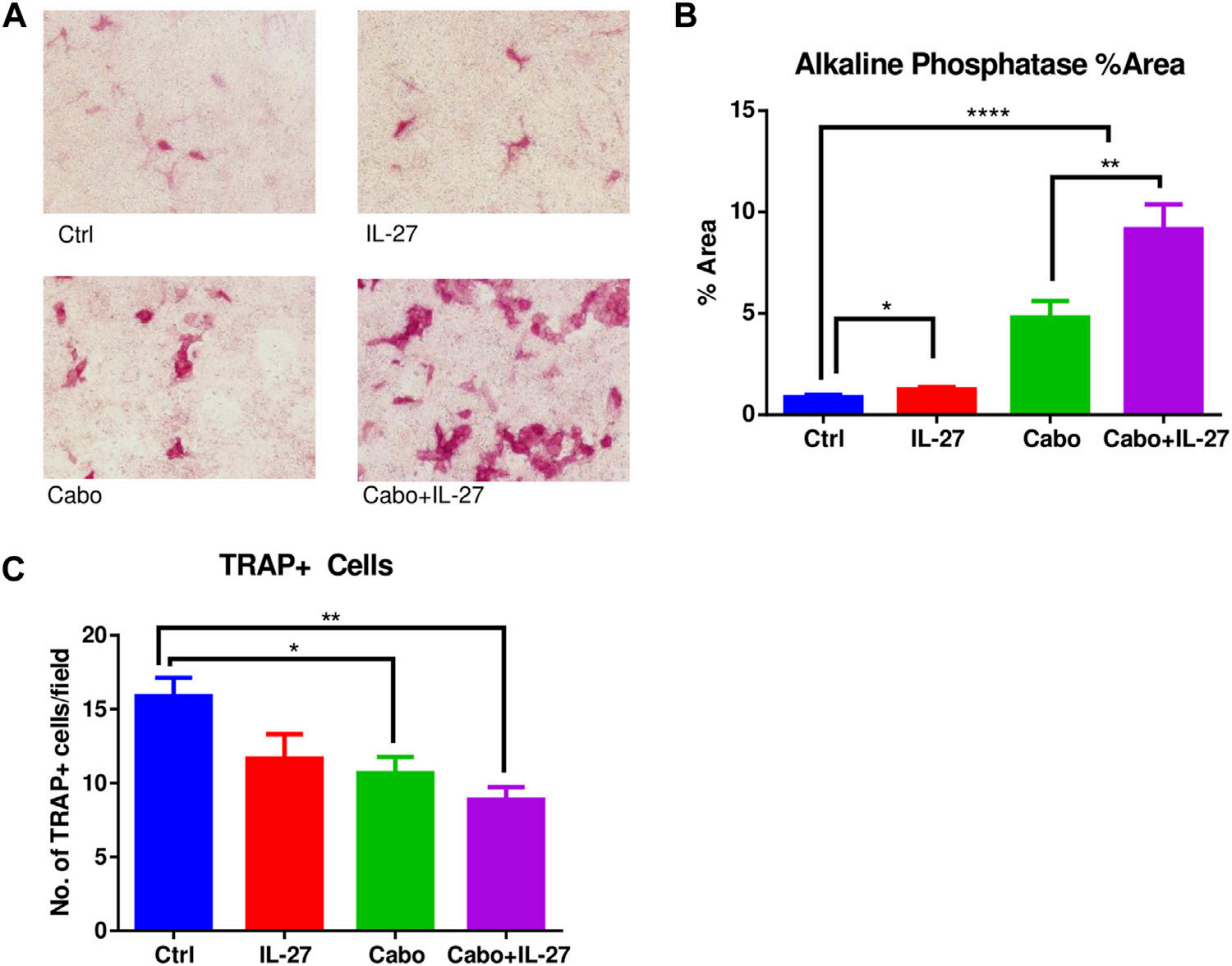
The impact of IL-27 and cabo on osteoblast and osteoclast differentiation. **(A)** Representative images showing alkaline phosphatase positive cells after 14 days of differentiation of MC3T3-E1 (clone 14) cells in the presence of DMSO (Ctrl), conditioned media (CM) containing IL-27, cabo, or combination of cabo + IL-27 CM in the presence of differentiation supplements, **(B)** ImageJ was used to quantify the area occupied by alkaline phosphatase positive cells, 5 random fields of 3 wells per group were imaged, **(C)** RAW264.7 cells were cultured with CM containing DMSO (ctrl), IL-27, cabo, and cabo + IL-27 ± RANKL for 6 days followed by staining for TRAP + cells. Multi-nucleated cells were counted in 5 random fields of 3 wells per group. Data presented as mean ± SEM, 5 random fields were imaged per well of the experiment conducted in triplicate, One-way ANOVA with Tukey’s multiple comparison test, *p < 0.05, **p < 0.01, ****p < 0.0001.

### 3.5 Differential expression of genes in tumors

Considering the significant anti-tumor and pro-osteogenic effects of IL-27 and cabo combination therapy, RNA-sequencing was used to further elucidate the mechanisms contributing to the therapeutic effects of these agents utilizing an *in vivo* intratibial TC2Ras model. 

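RNA was sequenced from 3 intratibial tumors in each of 4 groups, given the control vector with vehicle, the IL-27 vector with vehicle, the control vector with cabo, or the IL-27 vector with cabo. Each tibia received 100000 TC2Ras-Luc cells, which carry firefly luciferase, and cabo, an inhibitor of receptor tyrosine kinases, was given daily at 30 mg/kg in 15% PVP until the harvest on day 14. Libraries were made as for the subcutaneous tumors, and the authors deposited counts per gene of the same kind. Between 63729005 and 75305934 counts fell on genes in each tumor, with medians of 75162753 in the control, 67808468 in the IL-27, 69593981 in the cabo and 69776859 in the IL-27+cabo group. Pearson's r across genes between tumors of a group was between 0.953 and 0.976 in the control, IL-27 and cabo groups. In the IL-27+cabo group it was 0.976 between mice 22 and 24, but 0.908 between mouse 20 and each of them, still above the limit of 0.9. The tumor of mouse 20 also had the fewest counts and the fewest genes detected, 21269 against 23739 and 24028 in its group. Each treatment was compared with the control group alone, over 18519 genes for IL-27, 18627 for cabo and 18750 for IL-27+cabo. A DEG had an unadjusted p under 0.05 and an absolute log2 fold change of at least 1.5, as the paper sets for these groups. Synergy was tested as the product of IL-27 and cabo in a model of all 4 groups, that is as a departure from the sum of the log2 changes of the monotherapies. An exact two-sided permutation test of 3 tumors against 3 cannot give a p below 0.1.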

Tumors were harvested 14 days post implantation from all groups (control, IL-27, cabo, and IL-27+cabo) and total RNA (*n* = 3 tumors per group) was sequenced and analyzed as described in the materials and methods section. The Differentially Expressed Genes (DEGs) were identified across different treatment groups (Log2 (FC) ≥ 1.5 or ≤ −1.5 and *p* < 0.05) relative to the control tumor samples (Figure 6).

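With IL-27 alone, 43 genes were upregulated and 57 downregulated, and none had an adjusted p under 0.05, while 511 genes had an unadjusted p under 0.05 in edgeR's test. Cabo alone upregulated 323 genes and downregulated 220, and 352 genes had an adjusted p under 0.05. In the IL-27+cabo group 489 genes were upregulated and 193 downregulated, and 12 had an adjusted p under 0.05, with 1163 at an unadjusted p under 0.05. Leaving out mouse 22, the alternative that moved the upregulated DEGs of IL-27+cabo most, gave 1063 of them, and the muscle score as a covariate gave 71. Cabo and IL-27+cabo shared 249 upregulated and 119 downregulated genes, of which 17 and 3 were also DEGs in that direction with IL-27. IL-27+cabo alone upregulated 235 genes and downregulated 72, cabo alone 73 and 97, and IL-27 alone 20 and 48. Among the 269 tested genes of the marker lists, 41 had an adjusted p under 0.05 with cabo, and 103 when adjusted over the lists alone. For IL-27+cabo these counts were 2 and 47 of 270 genes, and for IL-27 both were 0 of 266 genes, with 35 at an unadjusted p under 0.05. Dll4, Flt4 and Mmrn1 were the downregulated genes with the smallest p in the cabo group. Dll4 (ENSMUSG00000027314), a Notch ligand of endothelial cells on chromosome 2 from 119325784 to 119335962, had 1.44 ± 0.316 CPM with cabo, 1.02 ± 0.232 with IL-27+cabo and 12.4 ± 0.664 in the control group (SD, n = 3 each). The log2 fold change of Dll4 was -3.13 (standard error 0.20, edgeR adjusted p = 0.00245) with cabo and -3.59 (standard error 0.30, edgeR adjusted p = 0.0406) with IL-27+cabo. Flt4 (ENSMUSG00000020357), which encodes VEGFR-3 on chromosome 11 from 49609263 to 49652739, fell from 19.8 ± 5.83 to 1.05 ± 0.324 CPM with cabo (SD, n = 3 each). Mmrn1 had a log2 fold change of -5.76 (standard error 0.40) with cabo. Prg4, Synpo2 and Penk were the upregulated genes with the smallest p, with log2 fold changes of 4.25, 2.29 and 1.47. In the IL-27+cabo group the genes with the smallest p were Esm1, Dll4 and Mest, which fell, and Abra, Asb16 and Mylk2, which rose and are expressed in muscle. Of the 43 genes in the lower part of the heatmap in Figure 6B, 42 have counts, and all 42 were lower with cabo and with IL-27+cabo, against 34 with IL-27 alone. Of the other 56 genes of that heatmap, 55 were tested with cabo and with IL-27+cabo and all 55 were higher in both, and 48 of 54 were higher with IL-27. The authors chose the genes of the heatmap from the same tumors, so these numbers show no stability.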

**FIGURE 6:**
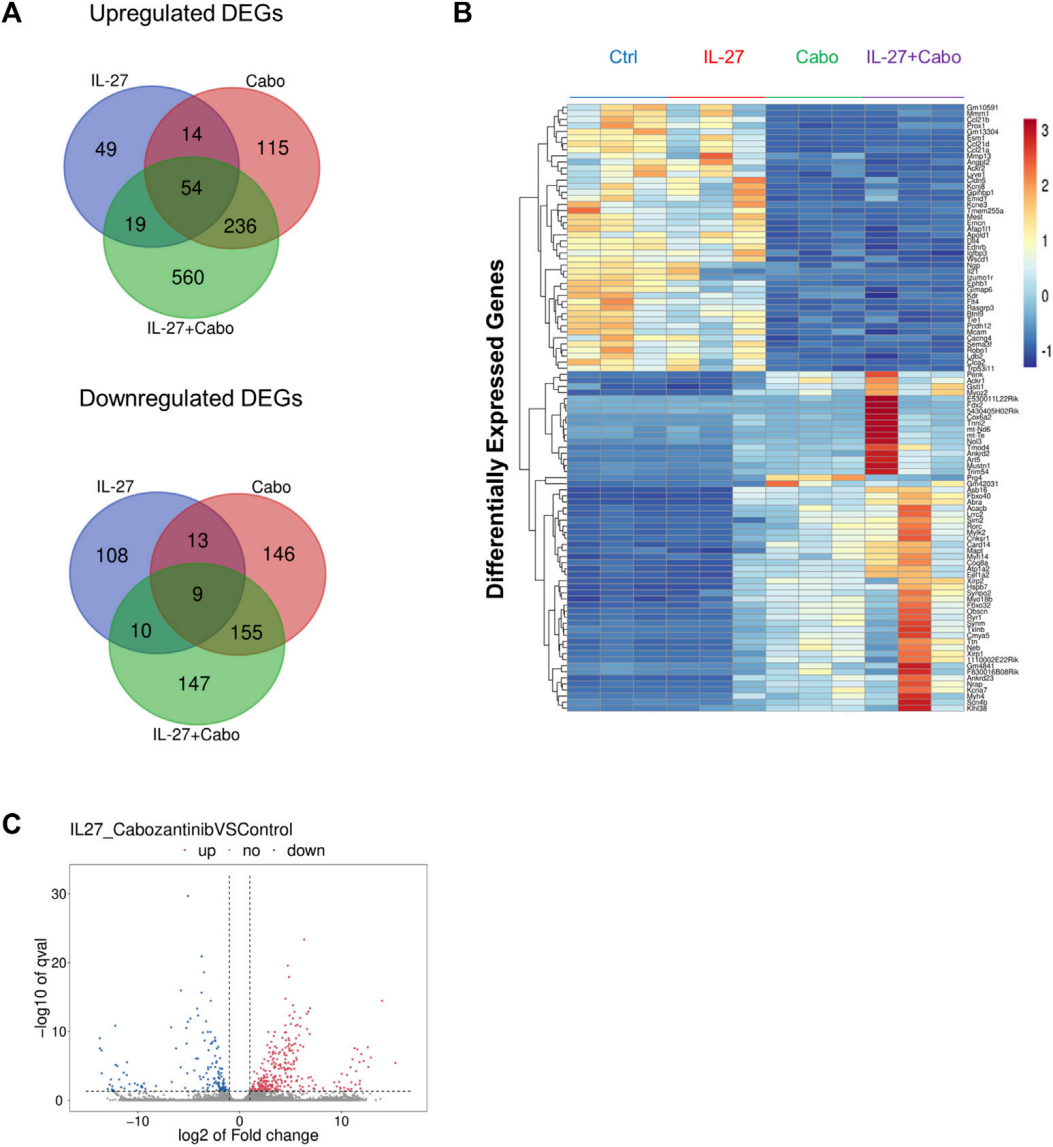
Summary of DEGs: **(A)** Summary of overlap in genes upregulated and downregulated across treatment groups using Venn diagrams made using the Van de Peer Lab Venn diagram tool (http://bioinformatics.psb.ugent.be/webtools/Venn/). Genes were considered differentially expressed if Log2(FC) ≥ 1.5 or ≤ −1.5 and *p*-value < 0.05 as determined by DESeq2 analysis, **(B)** Heatmap of DEGs in tumors treated with IL-27, cabo, and IL-27+cabo compared to control, *n* = 3 tumors per group **(C)** volcano plot showing DEGs in the combination group (IL-27+cabo) vs. control.

The unique DEGs downregulated by IL-27+cabo therapy were analyzed using *Enrichr* (Xie et al., 2021)*.* The enriched pathways [according to the Reactome 2022 database (Gillespie et al., 2022)] were obtained (Table 2). These downregulated DEGs were involved in T cell related processes including *PD-1 signaling, CD4 downregulation,* CD28 dependent pathways such as *Vav1 Pathway*, *PI3K/Akt Signaling,* and *co-stimulation,* indicating a possible role of T cell subsets in the therapeutic activity of IL-27+cabo*.* It has been shown that IL-27 gene therapy can deplete T_reg_ population and inhibit IL-2 signaling (Zhu et al., 2018). 

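Of the 72 genes downregulated only by IL-27+cabo, 52 have an Entrez identifier and were set against 15113 tested genes with a one-sided Fisher's exact test, adjusted over 6 pathways. PD-1 Signaling held 2 of them, Cd4 and Lck, among its 16 genes (exact test, adjusted p = 0.00202). The CD28 Dependent Vav1 Pathway held Lck and Cd28 among 11 genes (exact test, adjusted p = 0.00188), CD28 Dependent PI3K/Akt Signaling 2 of 15 (adjusted p = 0.00202) and CD28 Co-Stimulation 2 of 25 (adjusted p = 0.00397). These calls rest on Cd4, Lck and Cd28, which were chosen after their values were seen, and on pathways that the paper had listed from the same tumors. Lck (ENSMUSG00000000409), on chromosome 4 from 129548344 to 129573641, had 4.96 ± 0.658 CPM with IL-27+cabo, 6.05 ± 0.858 with cabo and 15.3 ± 2.05 in the control group (SD, n = 3 each). Lck had a log2 fold change of -1.61 (standard error 0.25, edgeR adjusted p = 0.116) with IL-27+cabo and -1.35 (standard error 0.16, edgeR adjusted p = 0.0107) with cabo, where it missed the limit of 1.5 on the log2 scale. Cd28 (ENSMUSG00000026012), on chromosome 1 from 60716800 to 60773359, had a log2 fold change of -1.59 (standard error 0.53, edgeR adjusted p = 0.595) with IL-27+cabo and -1.09 (standard error 0.31, edgeR adjusted p = 0.128) with cabo. Between IL-27+cabo and cabo, the log2 fold change was -0.25 (standard error 0.24) for Lck, -0.50 (standard error 0.59) for Cd28 and -0.45 (standard error 0.40) for Cd4, each with an adjusted p of 0.788 in edgeR's test. Among the 165 genes downregulated by cabo with an identifier, PD-1 Signaling held 4, which were Cd247, Cd3g, Cd3d and Cd3e (exact test, adjusted p = 0.000138). Costimulation by the CD28 family held 5 of them (exact test, adjusted p = 0.000387). The CD28 Dependent Vav1 Pathway, CD28 Dependent PI3K/Akt Signaling and CD28 Co-Stimulation each held 0.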

A similar response was observed here, with *Interleukin-2 Family Signaling* being one of the key enriched pathways obtained from the downregulated DEGs. 

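Interleukin-2 Signaling, the nearest Reactome set in the fgsea package, has 38 tested genes, and none of them was among the genes downregulated by IL-27+cabo alone, by IL-27+cabo or by cabo. A list of 10 genes of the IL-2 family and its receptors, such as Il2ra, Il2rb and Il15, had a mean log2 CPM of 1.77 ± 0.36 with IL-27+cabo, 2.35 ± 0.14 with cabo, 1.54 ± 0.75 with IL-27 and 2.59 ± 0.17 in the control group (SD, n = 3 each). With IL-27+cabo its median log2 fold change was -0.09 (limma camera, adjusted p = 0.0145), and with IL-27 alone it was -0.90 (limma camera, adjusted p = 5.93e-07). With cabo alone it was 0.21 (limma camera, adjusted p = 0.877). Without mouse 20 the median of IL-27+cabo was 0.15, the opposite direction.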

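Runx3 and 4 genes tied to its role in immune cells and cell migration, Itgal, Itga4, Spp1 and Cbfb, had a mean log2 CPM of 5.37 ± 0.76 (SD, n = 3) with IL-27+cabo and 6.01 ± 0.17 (SD, n = 3) in the control group. Their median log2 fold change was -0.34 (limma camera, adjusted p = 0.1) with IL-27+cabo, -0.07 (limma camera, adjusted p = 0.707) with cabo and -0.70 (limma camera, adjusted p = 0.0106) with IL-27. A Reactome set for RUNX3 was not used here.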

Another enriched pathway was *RUNX3 Regulates Immune Response* and *Cell Migration,* which suggests that the combination treatment was able to improve anti-tumor immunity by reducing the population of immunosuppressive cell types since RUNX3 is associated with the regulation of inflammatory cells and the generation of T_reg_ cells in the tumor microenvironment (Li et al., 2012; Manandhar and Lee, 2018). As expected, *FLT-3 signaling*, which is a cabo target (Yakes et al., 2011), was also downregulated.

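Flt3 (ENSMUSG00000042817), on chromosome 5 from 147330741 to 147400489, had 5.14 ± 0.968 CPM with IL-27+cabo, 5.00 ± 0.255 with cabo and 5.91 ± 2.90 in the control group (SD, n = 3 each). Its log2 fold change was -0.19 (standard error 0.41, edgeR adjusted p = 0.914) with IL-27+cabo and -0.26 (standard error 0.32, edgeR adjusted p = 0.713) with cabo, both smaller than the spread between control tumors. The direction of both reversed when the muscle score was a covariate, to 0.82 and 0.69. The mRNA of Flt3 measures neither the set of FLT3 signaling in Table 2 nor kinase activity, and neither was tested here.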

**TABLE 2:** Enriched pathways (unique DEGs) downregulated due to IL-27+cabo therapy.

Enriched pathways in Reactome 2022 (downregulated DEGs)	*p*-value
Nef-mediated Downmodulation Of Cell Surface Receptors By Recruitment To Clathrin Adapters R-HSA-164938	4.05E-04
PD-1 Signaling R-HSA-389948	4.69E-04
Binding And Entry Of HIV Virion R-HSA-173107	7.89E-04
Role Of Nef In HIV-1 Replication And Disease Pathogenesis R-HSA-164952	1.00E-03
Nef Mediated CD4 Down-regulation R-HSA-167590	0.001459
Costimulation By CD28 Family R-HSA-388841	0.001584
Generation Of Second Messenger Molecules R-HSA-202433	0.00165
CD28 Dependent Vav1 Pathway R-HSA-389359	0.003374
Early Phase Of HIV Life Cycle R-HSA-162594	0.006018
Translocation Of ZAP-70 To Immunological Synapse R-HSA-202430	0.006788
Phosphorylation Of CD3 And TCR Zeta Chains R-HSA-202427	0.009347
CD28 Dependent PI3K/Akt Signaling R-HSA-389357	0.012269
Metal Ion SLC Transporters R-HSA-425410	0.015536
CD28 Co-Stimulation R-HSA-389356	0.025814
Signaling To P38 Via RIT And RIN R-HSA-187706	0.036217
Interleukin-2 Family Signaling R-HSA-451927	0.041513
FLT3 Signaling Thru SRC Family Kinases R-HSA-9706374	0.043303
WNT Mediated Activation Of DVL R-HSA-201688	0.043303
RUNX3 Regulates Immune Response And Cell Migration R-HSA-8949275	0.043303
PI5P, PP2A And IER3 Regulate PI3K/AKT Signaling R-HSA-6811558	0.043385

A Gene Set Enrichment Analysis (GSEA) of the DEGs showed that in IL-27 treated tumors, 45 gene sets were enriched at false discovery rate (FDR) < 25%. Gene Ontology (GO) enrichment revealed that 22 biological processes, 4 cellular components, and 11 molecular functions were enriched. GSEA results showed that IL-27 treatment is positively associated with *NK cell activation* (Table 3) and negatively associated with *B cell signaling*, and *regulation of immune response* (Figure 7A). 

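The 9 genes of NK cells, such as Ncr1, Klrb1c, Gzma and Prf1, had a mean log2 CPM of -0.49 ± 0.84 (SD, n = 3) in the IL-27 treated tumors and 0.75 ± 0.38 (SD, n = 3) in the control tumors. All of them were lower with IL-27, with a median log2 fold change of -0.72, an adjusted p of 8.5e-07 from limma camera and 0.225 from fry, and a p of 0.2 from the exact permutation test. The 7 genes of B cells had a median log2 fold change of -1.58, an adjusted p of 3.16e-07 from limma camera and 0.225 from fry, and a p of 0.1 from the exact permutation test, the smallest that it can give. For 8 genes of regulatory T cells, used for the regulation of immune responses, the median was -0.78 (limma camera, adjusted p = 0.00024). Other immune lists fell as well, among them the type I IFN response with a median of -1.15 (limma camera, adjusted p = 3.34e-36) and T cells with -1.03 (limma camera, adjusted p = 4.28e-12). None of the lists passed an adjusted p of 0.05 with limma fry in this comparison, where the lowest was 0.153, for TNF signaling and for osteoclast differentiation.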

In cabo-treated tumors, 151 gene sets were enriched at FDR>25%. GO enrichment showed that 428 biological process, 86 cellular component, and 150 molecular function terms were impacted by cabo. 

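With cabo, 25 of 26 genes of the type I IFN response were higher than in the control tumors. Their mean log2 CPM was 4.78 ± 0.46 (SD, n = 3) with cabo and 4.24 ± 0.40 (SD, n = 3) in the control group, a difference about as large as the spread within the groups. As a median log2 fold change this was 0.47, with an adjusted p of 1.97e-05 from limma camera and 0.369 from fry, and a p of 0.3 from the exact permutation test. All 13 chemokine genes were higher, with a median of 0.50 (limma camera, adjusted p = 0.00183 and limma fry, adjusted p = 0.225). The 9 genes of T cell activation had a median of -0.48 (limma camera, adjusted p = 0.0109 and limma fry, adjusted p = 0.225). For 11 genes of T cells in general, all lower with cabo, the median was -1.46 (limma camera, adjusted p = 2.71e-23 and limma fry, adjusted p = 0.0178).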

Cabo treatment was positively associated with immune-related pathways such as *cellular response to IFNβ*, *positive regulation of chemokine production*, (Table 3) and negatively associated with *negative regulation of T cell activation*.

**TABLE 3:** Immune-related GO pathways enriched by treatment groups vs. control.

Treatment group	Enriched GO pathways	NES	FDR q-val
IL-27	NK cell activation involved in immune response	1.841485	0.049932
cabo	Cellular Response to IFNβ	1.929386	0.007146
cabo	Positive regulation of chemokine production	1.840582	0.027069
IL-27+cabo	Type I IFN receptor binding	2.200875	0
IL-27+cabo	Cytokine receptor binding	2.075944	0.001023
IL-27+cabo	NK cell activation involved in immune response	2.050994	0.001352
IL-27+cabo	T cell activation involved in immune response	2.033695	0.001579

**FIGURE 7:**
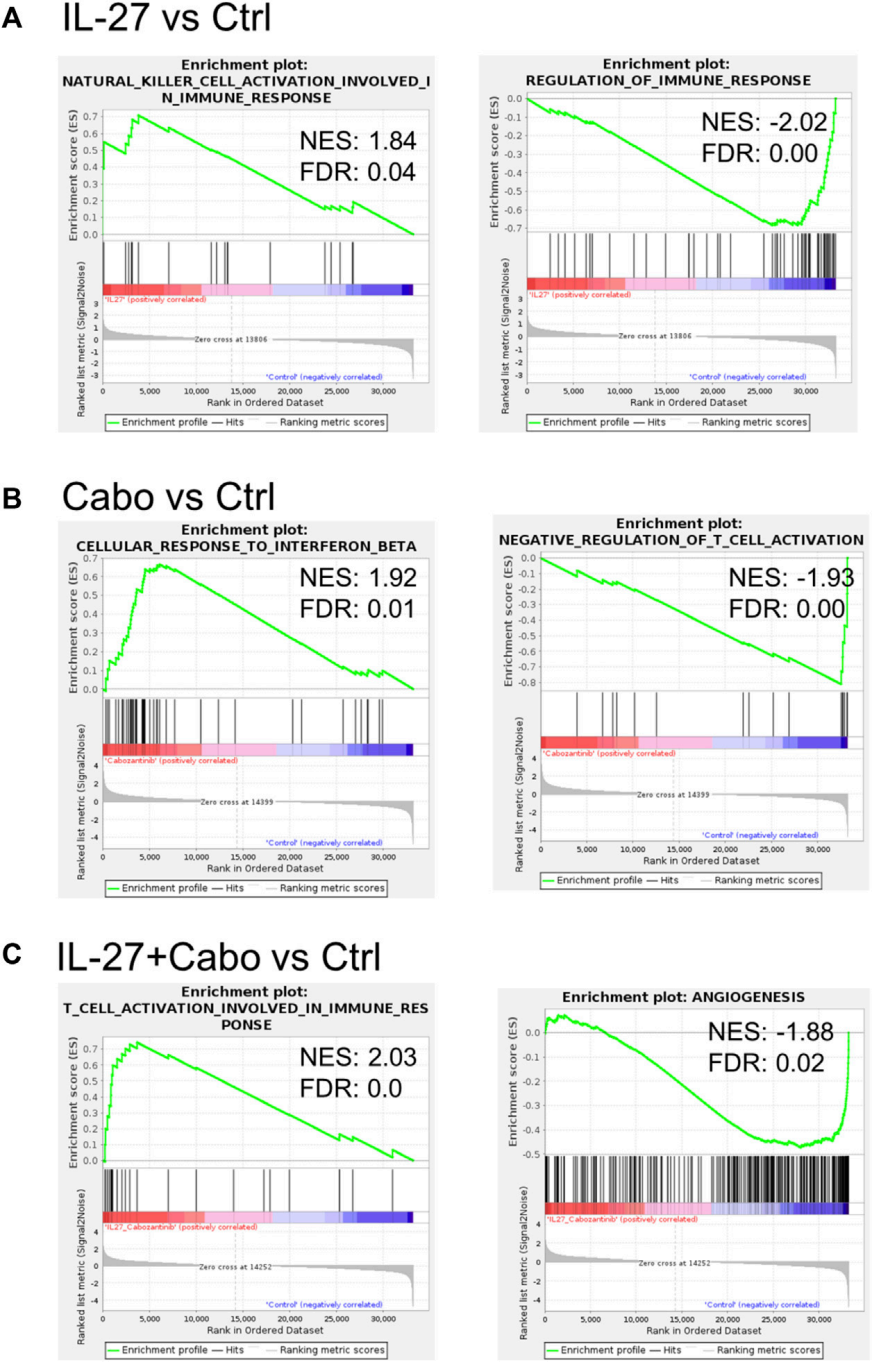
IL-27 and cabo treatment enhance immune activity in the TME: Select GSEA analysis for expressed genes ranked by fold change of expression **(A)** IL-27 vs. ctrl, **(B)** cabo vs. ctrl, and **(C)** IL-27+cabo vs. ctrl against the biological process as indicated. IL-27 monotherapy improved NL cell activity and reduced immune regulation. Cabo improved response to IFNβ and reduced the regulation of T cell activation. The combination of both therapies synergistically improved T cell activation and inhibited angiogenesis.

The combination of IL-27 and cabo promoted the best anti-tumor response and the highest survival rates in mice. In these tumors, 110 gene sets were enriched at FDR<25%. GO enrichment indicated that 421 biological process, 69 cellular component, and 114 molecular function terms were impacted by the combination therapy. The GO enriched terms indicated a combination of both IL-27 and cabo’s effects (Table 3). For instance, similar to IL-27 treated tumors, *NK-cell activation* was associated with IL-27+cabo. 

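In the IL-27+cabo group the NK cell list had a mean log2 CPM of 0.80 ± 0.58 (SD, n = 3), within the spread of the control group. Of its genes, 6 were higher, with a median log2 fold change of 0.48, an adjusted p of 0.893 from limma camera and 0.834 from fry, and a p of 0.9 from the exact permutation test. Without mouse 20 the median was -0.08. With cabo alone the median was -0.08 (limma camera, adjusted p = 0.627). As a departure from the sum of both monotherapies, which is the interaction, the NK list had a median of 0.98, with an adjusted p of 7.3e-05 from limma camera and 0.278 from fry.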

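All 26 genes of the type I IFN response were higher with IL-27+cabo than in the control group, with a mean log2 CPM of 4.83 ± 0.48 (SD, n = 3). Their median log2 fold change was 0.66, with an adjusted p of 2.12e-05 from limma camera and 0.33 from fry. It was -0.10 with the muscle score as a covariate. Between IL-27+cabo and cabo the median was 0.04 (limma camera, adjusted p = 0.522), and its direction changed with single tumors left out. For the interaction, the departure from the sum of both monotherapies, all 26 genes were higher, with a median of 1.23 (limma camera, adjusted p = 1.41e-17 and limma fry, adjusted p = 0.225), where the list had, with IL-27 alone, a median log2 fold change of -1.15. The mRNA of 8 kinases that cabo inhibits, Met, Kdr, Flt1, Flt4, Flt3, Kit, Ret and Axl, had a median log2 fold change of -0.90 with IL-27+cabo (limma camera, adjusted p = 3.63e-06 and limma fry, adjusted p = 0.0725). With cabo alone it was -0.61 (limma camera, adjusted p = 4.28e-05 and limma fry, adjusted p = 0.0494). Kinase activity was not measured by sequencing. Among the upregulated DEGs, the Reactome set Immune System held 12 genes with cabo, where 14.8 were expected by chance, and 13 with IL-27+cabo, where 20.0 were expected. Interferon alpha/beta Signaling held 0 of its 12 genes with either, where 0.23 and 0.31 were expected (one-sided Fisher's exact test, adjusted p = 1 for each). A DEG needed a log2 fold change of at least 1.5, above the medians of the type I IFN list. The result for this set thus does not speak against a smaller rise.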

Cabo contributed to the efficacy of the combination by increasing type I IFN response and decreasing tyrosine kinase activity. 

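The 9 tested genes of T cell activation were Cd69, Icos, Tnfrsf9, Tnfrsf4, Cd40lg, Ifng, Tbx21, Eomes and Gzmb. Their mean log2 CPM was 0.89 ± 0.48 with IL-27+cabo, 1.43 ± 0.42 with cabo, 1.18 ± 0.80 with IL-27 and 2.12 ± 0.14 in the control group (SD, n = 3 each). With IL-27+cabo 1 of them was higher, and the median log2 fold change was -0.94, with an adjusted p of 0.000176 from limma camera and 0.0725 from fry. Every IL-27+cabo tumor scored below every control tumor (exact permutation test, p = 0.1). Against cabo alone the median was -0.41 (limma camera, adjusted p = 0.0784). For the interaction of IL-27 and cabo it was 0.20 (limma camera, adjusted p = 0.265). Across all 19899 genes in the test of the interaction, none had an adjusted p under 0.05, and 375 had an unadjusted p under 0.05 in edgeR's test.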

Interestingly, the combination treated tumors had DEGs associated with *T cell activation*, a function not found to be enriched in the individual therapy groups, suggesting a synergistic response. Overall, the combination of IL-27 and cabo can immunomodulate the tumor microenvironment in the bone by activating anti-tumor immune cells and suppressing anti-inflammatory responses.

### 3.6 Estimation of immune infiltration in the intratibial tumors

GSEA analysis of DEGs showed that IL-27 and cabo therapy can modulate the immune-microenvironment *in vivo* and potentially alter the immune-cell infiltration compared to control tumors. A web-based server, TIMER2.0, was utilized to estimate the differences in immune-infiltration among the different groups based on DEGs obtained from RNA-sequencing (Li et al., 2020). This server combines six state-of-the-art established algorithms to infer immune-cell composition in the tumors based on bulk transcriptomic profiles.

Tumors treated with cabo showed a significant decrease in CD4^+^ cells and B-plasma cells compared to control tumors (Figure 8A). 

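TIMER2.0 was not used here, and single markers and marker lists were measured instead. Cd4 (ENSMUSG00000023274), on chromosome 6 from 124864692 to 124888221, had 7.68 ± 2.12 CPM with cabo, 5.51 ± 2.26 with IL-27+cabo, 8.70 ± 9.09 with IL-27 and 20.4 ± 2.06 in the control group (SD, n = 3 each). With cabo Cd4 had a log2 fold change of -1.43 (standard error 0.21, edgeR adjusted p = 0.0225), larger than the spread between tumors, and with IL-27+cabo it was -1.88 (standard error 0.37, edgeR adjusted p = 0.194). The 10 tested genes of plasma cells, among them Jchain, Mzb1 and the immunoglobulin constant genes, had a mean log2 CPM of 0.40 ± 0.42 (SD, n = 3) with cabo and 1.82 ± 0.15 (SD, n = 3) in the control group. Their median log2 fold change was -1.26 with cabo, with an adjusted p of 1.99e-09 from limma camera and 0.0194 from fry. With IL-27+cabo it was -0.85 (limma camera, adjusted p = 0.000236) and with IL-27 -1.10 (limma camera, adjusted p = 5.52e-10).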

Depending on their subtype, B cells can play pro- or anti-tumorigenic roles. Certain immunosuppressive plasma cells expressing IL-10 and PD-L1 can impede immunogenic oxaliplatin chemotherapy in PCa (Shalapour et al., 2015). This could be one of the mechanisms by which tumors become resistant to chemotherapy. All the treatment groups were predicted to have decreased activated mast cell levels. 

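The 6 tested genes of mast cells, Cpa3, Mcpt4, Cma1, Tpsb2, Kit and Hdc, had a mean log2 CPM of -1.67 ± 0.95 with IL-27, -1.43 ± 0.21 with cabo, -1.01 ± 0.25 with IL-27+cabo and -0.37 ± 0.74 in the control group (SD, n = 3 each). The median log2 fold change was -1.05 (limma camera, adjusted p = 0.00619) with IL-27, -1.53 (limma camera, adjusted p = 0.0188) with cabo and -0.77 (limma camera, adjusted p = 0.0896) with IL-27+cabo. With fry the adjusted p was 0.225 for cabo. The direction with IL-27+cabo reversed without control mouse 3, to 0.16, and with the muscle score as a covariate, to 0.94. The list counts mRNA of mast cells and does not separate activated from resting cells.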

Mast cells can encourage the progression of PCa by promoting epithelial to mesenchymal transition (EMT) (Ma et al., 2018). Suppression of mast cells by IL-27/cabo can potentially inhibit metastatic tumor growth.

**FIGURE 8:**
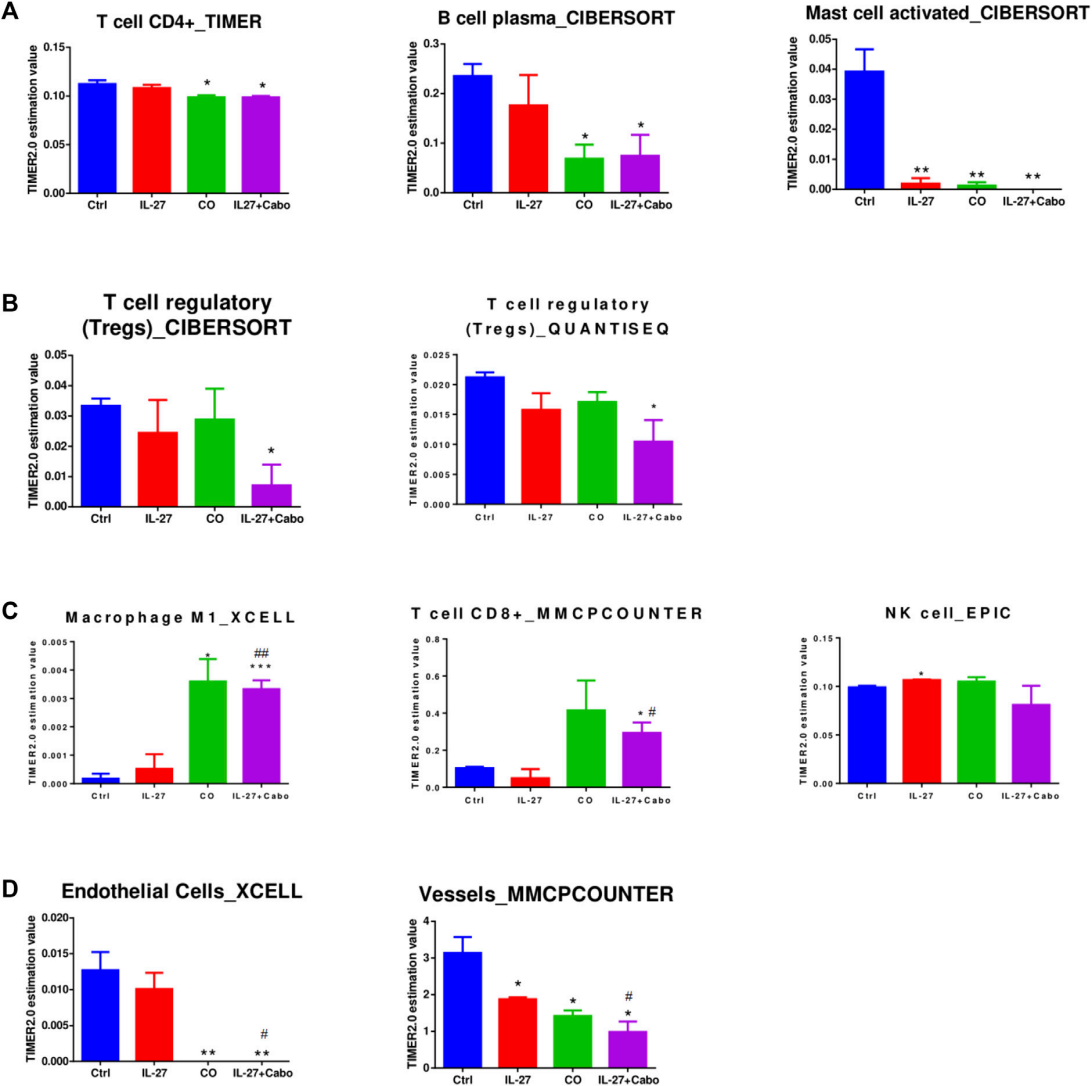
Assessment of Immune Cell Infiltration in Treated Tumors. To evaluate immune cell infiltration, we analyzed differentially expressed genes (DEGs) derived from RNA-sequencing data using the TIMER2.0 algorithms. The data is presented as the mean abundance estimation value ± SEM (*n* = 3 RNA samples per group). Significance levels are indicated as follows: *p < 0.05, **p < 0.01, ***p < 0.001, determined by unpaired *t*-test compared to the control (ctrl); #*p* < 0.05, ##*p* < 0.01, indicating significance levels compared to the IL-27 group, also determined by unpaired *t*-test.

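The 8 genes of regulatory T cells, Foxp3, Il2ra, Ctla4, Ikzf2, Ikzf4, Tnfrsf18, Tnfrsf4 and Izumo1r, had a mean log2 CPM of 1.01 ± 0.33 with IL-27+cabo, 1.33 ± 0.42 with cabo, 1.04 ± 1.10 with IL-27 and 2.01 ± 0.12 in the control group (SD, n = 3 each). With IL-27+cabo the median log2 fold change was -0.40, with an adjusted p of 0.000104 from limma camera and 0.0584 from fry. With cabo it was -0.43 (limma camera, adjusted p = 0.00329 and limma fry, adjusted p = 0.225). The difference between IL-27+cabo and cabo, tested directly, had a median of -0.28 (limma camera, adjusted p = 0.214), and the interaction had one of 0.46 (limma camera, adjusted p = 0.0896). Foxp3 (ENSMUSG00000039521), on chromosome X from 7573644 to 7595245, had 2.52 ± 1.16 CPM with IL-27+cabo, 3.08 ± 1.60 with cabo, 2.17 ± 2.08 with IL-27 and 3.97 ± 0.173 in the control group (SD, n = 3 each). Its log2 fold change with IL-27+cabo was -0.66 (standard error 0.42, edgeR adjusted p = 0.807), and against cabo -0.27 (standard error 0.53, edgeR adjusted p = 0.847), where the direction reversed without mouse 20.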

In concordance with the GSEA analysis, T_regs_ are predicted to be downregulated in tumors treated with the combination of IL-27 and cabo (but not the monotherapies), indicating a potentially synergistic effect through immune-regulatory mechanisms (Figure 8B). 

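For 9 genes of M1 macrophages, such as Nos2, Cd86, Irf5 and Tnf, the mean log2 CPM was 2.73 ± 0.51 with IL-27+cabo and 2.59 ± 0.33 in the control group (SD, n = 3 each). The median log2 fold change was 0.08 (limma camera, adjusted p = 0.591) with IL-27+cabo and 0.61 (limma camera, adjusted p = 0.0353) with cabo. Correction for GC content and length reversed the former to -0.07. For CD8 T cells, Cd8a had 1.11 ± 0.862 CPM with IL-27+cabo, 1.80 ± 0.938 with cabo and 0.288 ± 0.183 in the control group (SD, n = 3 each). Its log2 fold change was 1.95 (standard error 0.81, edgeR adjusted p = 0.799) with IL-27+cabo and 2.62 (standard error 0.63, edgeR adjusted p = 0.0859) with cabo. Cd8b1 (ENSMUSG00000053044), on chromosome 6 from 71322788 to 71337494, had log2 fold changes of 2.17 (standard error 0.65, edgeR adjusted p = 0.495) and 2.02 (standard error 0.55, edgeR adjusted p = 0.122) in the same groups.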

The combination-treated tumors were also predicted to have increased infiltration of inflammatory/tumoricidal M1 macrophages as well as CD8+T cells that could contribute to a robust anti-tumor response in these tumors (Figure 8C). 

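The 16 genes of endothelial cells, such as Pecam1, Cdh5, Kdr, Flt1 and Emcn, had a mean log2 CPM of 2.87 ± 0.16 with cabo, 2.95 ± 0.12 with IL-27+cabo, 3.92 ± 0.25 with IL-27 and 4.09 ± 0.32 in the control group (SD, n = 3 each). All of them were lower with cabo, with a median log2 fold change of -1.14, an adjusted p of 5.11e-21 from limma camera and 0.0494 from fry. With IL-27+cabo the median was -1.09, with an adjusted p of 1.1e-13 from limma camera and 0.0591 from fry, and with IL-27 alone it was -0.19 (limma camera, adjusted p = 0.103). Every cabo and every IL-27+cabo tumor scored below every control tumor (exact permutation test, p = 0.1 for each). Between IL-27+cabo and cabo the median was 0.06 (limma camera, adjusted p = 0.711). Kdr (ENSMUSG00000062960), which encodes VEGFR-2 on chromosome 5 from 75932827 to 75978458, had 9.08 ± 2.46 CPM with cabo and 26.4 ± 7.91 CPM in the control group (SD, n = 3 each), a log2 fold change of -1.56 (standard error 0.28, edgeR adjusted p = 0.0401). For Pecam1 the log2 fold change with cabo was -0.62 (standard error 0.18, edgeR adjusted p = 0.137). The 5 genes of lymphatic endothelium fell further, with a median of -4.26 with cabo (limma camera, adjusted p = 4.04e-25 and limma fry, adjusted p = 0.0194).

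**Figure D1:**
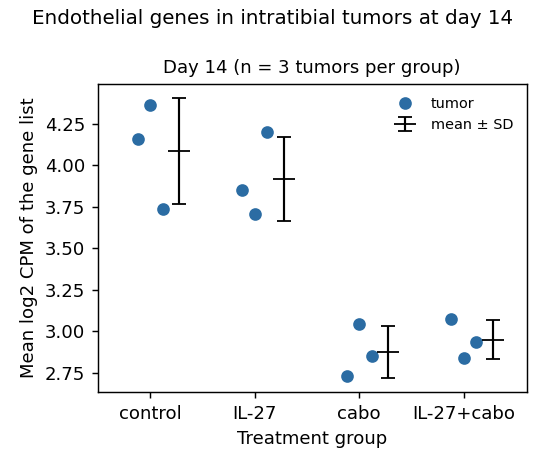
Mean log2 CPM of the endothelial genes (vertical axis) in the 3 tumors of each group on day 14 (horizontal axis), with points for tumors and bars for the mean ± SD. The cabo and IL-27+cabo tumors lie below the control tumors, and the IL-27 tumors overlap them.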

The treated tumors were predicted to have a lower abundance of endothelial cells/vessels, which could be due to reported anti-angiogenic effects of IL-27 (Shimizu et al., 2006) and cabo (Yakes et al., 2011) (Figure 8D). Overall, IL-27 and cabo work together to increase the infiltration of anti-tumor immune cell types, decrease the presence of immune-suppressive regulatory immune cells, and inhibit angiogenesis in the tumor.

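From the enriched gene sets and the estimated cell fractions of the day 14 tumors, the paper concludes that IL-27 and cabo together increase anti-tumor immune cells, decrease regulatory immune cells and inhibit angiogenesis. Measured by marker genes against the control group, the IL-27+cabo tumors had 0 of 11 T cell genes higher, with a median log2 fold change of -1.61 (limma camera, adjusted p = 9.74e-28 and limma fry, adjusted p = 0.00061). The 13 chemokine genes had a median of 0.76 in the same comparison (limma camera, adjusted p = 0.000494 and limma fry, adjusted p = 0.261). In the direction of the paper's conclusion, the median was -0.40 for regulatory T cells (limma fry, adjusted p = 0.0584) and -1.09 for endothelial genes (limma fry, adjusted p = 0.0591). CD8 T cell genes had a mean log2 CPM of -0.20 ± 0.51 with IL-27+cabo and -2.02 ± 0.59 in the control group (SD, n = 3 each).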

### 3.7 Efficacy of treatment over time

Chemotherapy resistance and tumor relapse remain major challenges in this field of research. An understanding of chemo-resistance pathways and identification of resistance biomarkers is necessary to inform treatment strategies and combinations for patients. Efforts have been made to identify chemotherapy resistance pathways in PCa including apoptotic pathways, heat-shock proteins, and inflammation and vasculature related pathways (Mahon et al., 2011). Hence, how IL-27 and cabo therapeutic mechanisms might have changed over time was examined. During the course of the *in vivo* experiment, cabo was administered for 14 days post tumor implantation. Some tumors (*n* = 3 mice) were harvested on day 14, when maximum therapeutic efficacy was observed in the treatment groups relative to control. 

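For the end-of-study (EOS) tumors, RNA of 2 mice in each of the 4 groups was deposited, as the same unnormalized counts per gene. Between 68077714 and 72996212 counts fell on genes in each EOS tumor, with medians of 70877647.5 in the control, 69338585 in the IL-27, 70579551.5 in the cabo and 71841624.5 in the IL-27+cabo group. Pearson's r across genes between the tumors of a group was between 0.968 and 0.974. In each group the EOS tumors were compared with the 3 tumors of day 14, with the criteria for DEGs of the day 14 groups. The EOS groups were compared with one another in one edgeR model, so that they share one estimate of the spread between tumors. A mouse contributed to 1 time point only, and the day of each EOS harvest is not given, so the EOS tumors differ from the day 14 tumors in age as well as in time since the last dose. An exact permutation test of 2 tumors against 2 cannot give a p below 0.333.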

The remaining animals remained in the study until they reached the ethical endpoint after which, the tumors were harvested, and the total RNA was sequenced. The cabo-treated groups (cabo and cabo + IL-27) had significantly higher survival compared to the control group. Thus, the DEGs in the end-of-study (EOS) tumors relative to the tumors at day 14 (D14) were examined to determine the impact of therapies in the anti-tumor response over time in different groups (Figure 9A, B).

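In the cabo group 400 genes had an adjusted p under 0.05 between EOS and day 14, and in the control group 20, among 19144 and 19292 genes tested with edgeR. No gene had one in the IL-27 and IL-27+cabo groups, where 963 and 742 genes had an unadjusted p under 0.05. In the control group Ighm, Gimap3 and Cd4 were the downregulated genes with the smallest p, and Cd4 had a log2 fold change of -2.30 (standard error 0.19, edgeR adjusted p = 0.0256) from day 14 to EOS. Gimap3 had one of -2.79 (standard error 0.21, edgeR adjusted p = 0.0254). In the cabo group Nid2, Kcne3 and Hist1h1c rose and Enpp2, Il1b and Osmr fell with the smallest p. Nid2 (ENSMUSG00000021806), a basement membrane gene on chromosome 14 from 19751265 to 19811787, rose from 14.0 ± 0.128 CPM (SD, n = 3) to 63.4 ± 5.69 CPM (SD, n = 2), with a log2 fold change of 2.20 (standard error 0.09, edgeR adjusted p = 0.00138). Il1b (ENSMUSG00000027398), on chromosome 2 from 129364570 to 129371139, had a log2 fold change of -2.83 (standard error 0.18, edgeR adjusted p = 0.00181). Hist1h1c belongs to a family of near-identical histone genes and Ighm to rearranged ones, so their counts are uncertain.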

**FIGURE 9:**
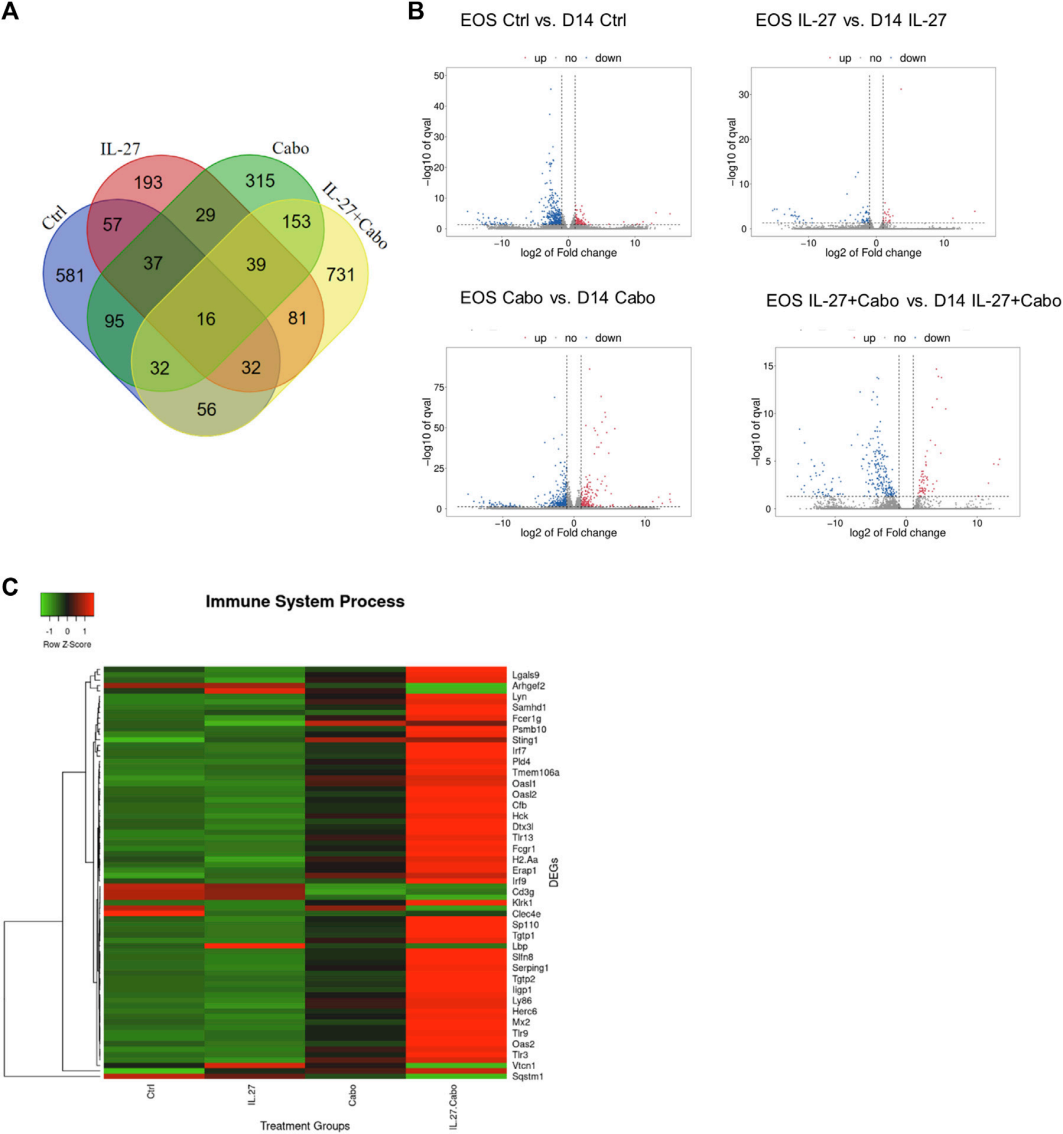
Comparison of DEGs in different groups on day 14 (D14) tumors relative to the tumors at the end-of-study (EOS): **(A)** Venn diagram and **(B)** volcano plots showing the DEGs in tumors collected 14 days post implantation compared to endpoint in different groups, **(C)** Heatmap showing the DEGs belonging to the GO group “Immune System Processes” compared among groups in the end-point tumors.

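Between day 14 and EOS, 322 genes were DEGs in the IL-27 group, of which 67 were upregulated. In the control group these counts were 752 and 223, in the cabo group 585 and 184, and in the IL-27+cabo group 611 and 142. Counting DEGs from a fold change of 1.5, in place of a log2 fold change of 1.5, moved the counts of the control, IL-27 and cabo groups most, and in the IL-27+cabo group a fit of all groups together did, with 1350 DEGs. At that fold change the counts were 1710 in the control, 779 in the IL-27, 1574 in the cabo and 742 in the IL-27+cabo group, so the IL-27 group no longer had the fewest. The counts depend on the spread between tumors as well as on the size of the change, and whether the groups differ in their change over time was not tested by these counts.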

Volcano plots showed that the gene expression remained the most constant between day 14 and EOS among all groups in the IL-27 treated tumors. This could be due to the sustained expression of IL-27, resulting in constant modulation of genes in the TME. Comparing the DEGs in the treatment groups using ANOVA (*p* < 0.05), the *Reactome 2022* database was used to reveal enriched pathways Supplementary Table 1. 

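In one edgeR model of the 8 EOS tumors, the test of any difference among the 4 groups gave 2083 genes with an unadjusted p under 0.05 of 20026 tested, and none with an adjusted p under 0.05. Of the 15553 tested genes with an Entrez identifier, 1891 were in this list, which was set against 11 Reactome pathways with a one-sided Fisher's exact test. These pathways are among those that the paper lists for the same EOS tumors, so their enrichment is no independent support. Immune System held 122 of 781 genes (exact test, adjusted p = 0.0035), where 95.0 were expected by chance. Interferon Signaling held 26 of 108 genes (exact test, adjusted p = 0.00158), Chemokine Receptors Bind Chemokines 11 of 45 (adjusted p = 0.023), Cytokine Signaling in Immune System 35 of 213 (adjusted p = 0.0434) and Innate Immune System 70 of 469 (adjusted p = 0.0434). Extracellular Matrix Organization held 42 of 214 genes (exact test, adjusted p = 0.003) and Hemostasis 68 of 392 (adjusted p = 0.00328). Striated Muscle Contraction had the smallest p, with 17 of 29 genes (exact test, adjusted p = 3.49e-08). Removing the trend with GC content and length moved Interferon alpha/beta Signaling past 0.05, from an adjusted p of 0.0483 with 4 of 12 genes to 0.0528. With the RLE normalization, Cytokine Signaling in Immune System (34 genes, exact test, adjusted p = 0.0629), Innate Immune System (69 genes, adjusted p = 0.0629) and Interferon alpha/beta Signaling (4 genes, adjusted p = 0.0604) lost their calls.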

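At EOS the 16 endothelial genes had a mean log2 CPM of 4.54 ± 0.18 with cabo, 4.63 ± 0.40 with IL-27+cabo, 3.76 ± 0.07 with IL-27 and 3.93 ± 0.30 in the control group (SD, n = 2 each). Relative to the control group the median log2 fold change was 0.62 with cabo (limma camera, adjusted p = 2.74e-06 and limma fry, adjusted p = 0.486). It was 0.78 with IL-27+cabo (limma camera, adjusted p = 4.66e-06 and limma fry, adjusted p = 0.448) and -0.25 with IL-27 (limma camera, adjusted p = 0.0894). Kdr had 24.4 ± 6.78 CPM with cabo, 39.5 ± 16.3 with IL-27+cabo and 18.5 ± 1.92 in the control group (SD, n = 2 each). The 11 T cell genes were all lower with IL-27+cabo, with a median of -1.07 (limma camera, adjusted p = 0.000211 and limma fry, adjusted p = 0.433).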

Many immune-related processes were enriched, indicating that the IL-27 and cabo therapy promoted long-lasting changes both in immune response and angiogenesis processes. 

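Of the 38 immune genes in the heatmap of the EOS tumors (Figure 9C), 37 have counts. With IL-27+cabo 31 of them were higher than in the control group, 29 of these above both control tumors. Of the 37 genes, 31 had an unadjusted p under 0.05 in edgeR's test, and the median log2 fold change of all 37 was 1.87. With cabo alone 33 were higher and 5 had an unadjusted p under 0.05, with a median of 0.69, and with IL-27 alone 12 were higher, with a median of -0.19. These genes were printed by the authors from the same tumors, so their number shows no stability. Across all genes, none had an adjusted p under 0.05 between IL-27+cabo and the control group, and 2835 had an unadjusted p under 0.05. The 26 genes of the type I IFN response, a list that does not rest on the heatmap, were all higher with IL-27+cabo, with a mean log2 CPM of 5.04 ± 1.10 (SD, n = 2) against 2.75 ± 0.74 (SD, n = 2) in the control group. Their median log2 fold change was 2.40, with an adjusted p of 4.25e-27 from limma camera and 0.433 from fry. With cabo alone it was 0.69 (limma camera, adjusted p = 4.98e-05) and with IL-27 alone -0.58 (limma camera, adjusted p = 0.000592). Cxcl9 (ENSMUSG00000029417), on chromosome 5 from 92321347 to 92328079, had a log2 fold change of 2.90 (standard error 0.91, edgeR adjusted p = 0.248) with IL-27+cabo.

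**Figure D2:**
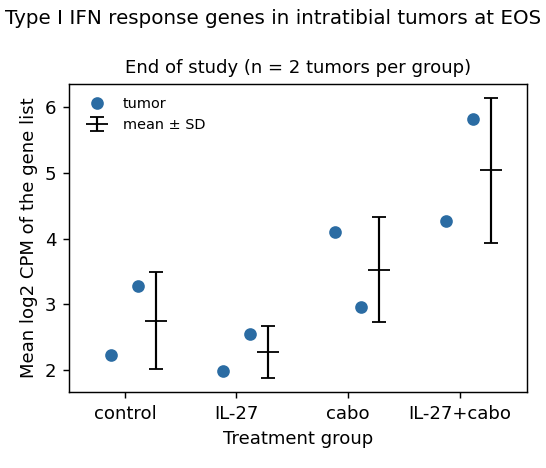
Mean log2 CPM of the genes of the type I IFN response (vertical axis) in the 2 EOS tumors of each group (horizontal axis), with points for tumors and bars for the mean ± SD. The mean is highest with IL-27+cabo, whose 2 tumors lie above both control tumors.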

Immune related genes (GO: *Immune System Process*) were upregulated in tumors treated with IL-27 and cabo (Figure 7C), demonstrating the sustained immunomodulatory effects of IL-27 and cabozantinib combination therapy.

## 4 Discussion

The current treatment strategies for patients with bone metastatic PCa are palliative and there is a need for treatments that not just reduce the tumor burden but also help reduce the damage caused to bone by metastatic lesions. In recent years, combinational treatment approaches have shown great promise in the field of cancer therapy. By using a combination of treatment strategies, it is possible to target tumors using complementary mechanisms, prevent resistance, and enhance the overall therapeutic efficacy. The use of chemotherapy in combination with immunotherapy is particularly promising to augment both agents’ anti-cancer potential. This work focuses on the investigation of a combination therapy comprising the cytokine IL-27 and cabo in a bone-metastatic PCa model.

The anti-tumor effects of IL-27 and cabo, along with their pro-osteogenic properties, make them promising candidates for PCa therapy. We hypothesized that the combination of IL-27 and cabo could enhance the immunogenicity of the tumor microenvironment, have potent anti-tumor effects, and improve bone quality. First, the impact of IL-27 gene therapy, delivered to tumor bearing mice, was determined by sequencing the total RNA isolated from the tumors. Analysis of DEGs revealed an upregulation of STAT1, STAT4, and CXCL11, indicating the activation of anti-tumor and immunomodulatory pathways. Additional GSEA analysis further identified enriched pathways associated with OC differentiation, immune-related processes, and pro-inflammatory responses. 

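Ibsp (ENSMUSG00000029306), a gene of osteoblasts on chromosome 5 from 104299171 to 104311469, had 32, 4 and 8 counts in the 3 cabo treated tumors of day 14 and 0, 0 and 4 counts in the control tumors. These are 0.211 ± 0.218 and 0.0179 ± 0.0311 CPM (SD, n = 3 each), and the ratio of the means is 11.7. A single tumor carried most of the counts, and each value may rest on a few fragments if 1 fragment was often counted as 4. The gene did not pass edgeR's filter on low counts. Without the filter its log2 fold change was 3.41 (standard error 1.53), with an unadjusted p of 0.063 and an adjusted p of 0.405 over 29107 genes in edgeR's test. The exact permutation test gave a p of 0.1, the smallest that 3 tumors against 3 allow. In the EOS tumors Ibsp had 0 and 4 counts with cabo and none in the control group.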

Of note, we also found some changes in gene expression with statistical significance in the group treated with cabo relative to the control group, including a 11.6-fold increase in the expression of the osteoblast marker IBSP relative to the control group.

The *in vivo* study evaluating the combination of IL-27 and cabo in an intratibial model showed interesting results. While IL-27 monotherapy did not show significant reduction in tumor size in this study, when combined with cabo, the anti-tumor effects were significantly enhanced. The anti-tumor effects of IL-27 gene therapy have been demonstrated before in subcutaneous tumor models (Di Carlo et al., 2014; Figueiredo et al., 2020), however, the more-clinically-relevant intratibial models tend to display far more aggressive growth in the bone (Dai et al., 2014) microenvironment in our laboratory’s experience, making this model much more challenging to treat. Animals treated with cabo or the combination also showed improved survival. The serum was analyzed for secreted Lucia activity to confirm successful gene delivery to skeletal muscle of the constructs bearing the reporter gene linked to the IL-27 transgene.

Further analysis of the molecular changes induced by IL-27 and cabo treatment revealed interesting insights into the immunomodulatory effects of the combination therapy. Tumors were harvested 14 days post implantation and RNA-sequencing was performed. The analysis of unique DEGs downregulated by IL-27+cabo treatment revealed the involvement of *T cell related processes* and the suppression of T_regs_. GSEA of the DEGs identified that IL-27 promotes NK cell activity while inhibiting B-cell activity. On the other hand, cabo was positively associated with *IFN response* and *chemokine production*. The IL-27+cabo group showed a combination of IL-27 and cabo’s effects on gene expression along with some additional synergistic effects. The enriched pathways in common between the monotherapies included *NK cell activation* and *type I IFN response*. Interferon signaling plays a vital role in PCa progression and metastasis (Owen et al., 2020). For instance, bone-metastatic progression of PCa has been linked to the loss of tumor‐intrinsic type I IFN loss, whereas restoring this signaling can lead to better outcomes. Further, IFNβ can also inhibit osteoclast differentiation (Zhang et al., 2012). Several muscle-related gene sets including *skeletal muscle tissue development*, *sarcomere organization*, and *skeletal muscle contraction* were also enriched in all samples. 

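The 22 genes of skeletal muscle, such as Acta1, Ckm, Myh4 and Tnnt3, had a mean log2 CPM of 0.65 ± 2.02 in the control group on day 14, 2.95 ± 3.01 with IL-27, 5.84 ± 0.28 with cabo and 6.74 ± 0.81 with IL-27+cabo (SD, n = 3 each). This muscle score was higher in every cabo and IL-27+cabo tumor than in every control tumor (exact permutation test, p = 0.1 for each, the smallest it can give). With IL-27 alone the exact permutation test gave a p of 0.4, since the score ranged from 0.64 to 6.35 in the 3 tumors. The median log2 fold change of the list was 4.43 with cabo (limma camera, adjusted p = 1.82e-32 and limma fry, adjusted p = 0.0494). It was 5.44 with IL-27+cabo (limma camera, adjusted p = 2.45e-44 and limma fry, adjusted p = 0.0494) and 3.36 with IL-27 (limma camera, adjusted p = 4.28e-12 and limma fry, adjusted p = 0.502). At EOS the score was -1.05 ± 0.69 in the control group, -0.58 ± 0.58 with IL-27, 3.72 ± 1.96 with cabo and 2.33 ± 1.07 with IL-27+cabo (SD, n = 2 each). Acta1 had 795 ± 373 CPM with IL-27+cabo on day 14 and 17.6 ± 23.8 CPM in the control group (SD, n = 3 each). Among Reactome pathways, Striated Muscle Contraction held 16 of the 286 upregulated DEGs of cabo with an Entrez identifier and 20 of the 385 of IL-27+cabo, from 28 genes in each background (one-sided Fisher's exact test, adjusted p = 1.7e-20 and 8.36e-26). It held 1 of the 27 upregulated DEGs of IL-27 (Fisher's exact test, adjusted p = 0.183).

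**Figure D3:**
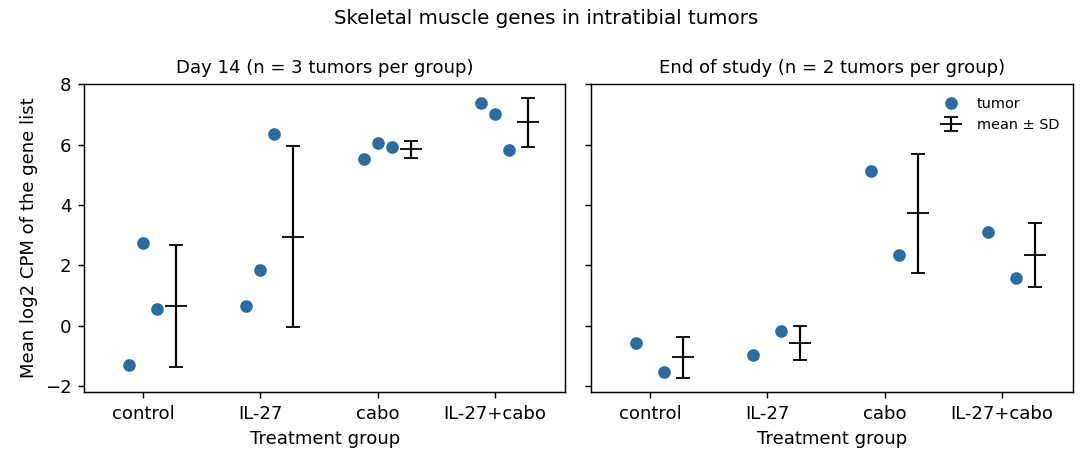
Mean log2 CPM of the skeletal muscle genes (vertical axis) in the tumors of each group on day 14 and at EOS (horizontal axis), with points for tumors and bars for the mean ± SD. On day 14 the cabo and IL-27+cabo tumors lie above the control tumors, and the IL-27 tumors spread widely.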

Similar muscle gene set enrichment has been observed in other studies characterizing PCa cells (Song et al., 2019; Sun et al., 2019). 

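For 10 genes of myofibroblasts and cancer-associated fibroblasts, such as Acta2, Fap, Pdgfrb and Postn, the mean log2 CPM on day 14 was 5.98 ± 0.33 in the control group, 5.69 ± 0.18 with IL-27, 6.16 ± 0.21 with cabo and 6.15 ± 0.16 with IL-27+cabo (SD, n = 3 each). Relative to the control group the median was 0.13 (limma camera, adjusted p = 0.237) with cabo and 0.17 (limma camera, adjusted p = 0.814) with IL-27+cabo.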

One possible explanation could be the presence of myofibroblasts or cancer-associated fibroblasts expressing muscle-related genes (Mayer and Leinwand, 1997). Additionally, the IL-27+cabo group was predicted to have improved T cell activation and reduced angiogenesis, providing further insights into the treatment’s mechanism of action.

The differences in immune infiltration among the treatment groups were estimated based on the DEGs obtained from RNA-sequencing, revealing that tumors treated with cabo exhibited a significant decrease in CD4^+^ cells and B-plasma cells compared to control tumors. Additionally, all treatment groups showed a predicted decrease in activated mast cell levels. Mast cells have been implicated in promoting the progression of prostate cancer by facilitating EMT. The suppression of mast cells by IL-27 and cabo treatment may have the potential to inhibit metastatic tumor growth. Consistent with the GSEA analysis, tumors treated with the combination of IL-27 and cabo showed a predicted downregulation of T_regs_ compared to monotherapy groups, suggesting a synergistic effect on immune-regulatory mechanisms. Moreover, the combination-treated tumors has an increased estimated infiltration of tumoricidal M1 macrophages and CD8^+^ T cells, indicating an effective anti-tumor response. The predicted decrease in endothelial cells/vessels in the treated tumors could be attributed to the anti-angiogenic effects of IL-27 and cabo. Overall, the IL-27+cabo combination therapy appeared to increase the infiltration of pro-inflammatory and anti-tumor immune effectors that could exert an anti-tumorigenic effect, decrease the presence of regulatory immune cells, and potentially inhibit angiogenesis within the tumor microenvironment.

In order to gain insights into the long-term therapeutic effects and changes in response over time, gene expression profiles of tumors harvested at the end-of-study (EOS) time point were compared to tumors harvested on day 14, when maximum therapeutic efficacy was observed. Volcano plots showed that the gene expression in IL-27 treated tumors changed the least among all groups, potentially due to sustained IL-27 expression leading to consistent modulation of genes in the tumor microenvironment. Comparison of DEGs (EOS) among the treatment groups using ANOVA analysis and enrichment analysis revealed several enriched immune-related processes, indicating that IL-27 and cabo therapy can induce long-lasting changes in immune response and angiogenesis. 

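In the EOS tumors of the IL-27+cabo group the 8 genes of macrophages were all higher than in the control group, with a mean log2 CPM of 6.62 ± 0.52 (SD, n = 2) against 5.60 ± 0.43 (SD, n = 2). Their median log2 fold change was 1.26, with an adjusted p of 0.000837 from limma camera and 0.702 from fry. From the pathways enriched among the genes that differ between the EOS groups, the paper concludes that the therapy can bring lasting changes in the immune response and in angiogenesis.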

Immune-related genes were upregulated in tumors treated with IL-27 and cabo, demonstrating the sustained immunomodulatory effects of the combination therapy. Further optimization of the cabo dosage and duration can be performed to improve the survival bolstered by the sustained immune activity in the TME.

In the context of bone health, the combination therapy of IL-27 and cabo demonstrated positive effects on bone structure and architecture. µCT analysis and morphometry revealed that the combination therapy resulted in the healthiest bone relative to monotherapies, with improvements in trabecular architecture and bone-related parameters. The direct effects of IL-27 and cabo on bone cells were also explored, showing enhanced osteoblast differentiation and inhibition of osteoclast differentiation *in vitro*. These findings indicate the potential of IL-27 and cabo in not only reducing tumor burden but also in improving bone quality by modulating bone cell differentiation and factors affecting the bone-tumor interface, a crucial aspect in the management of bone-metastatic PCa. Overall, when comparing cabo to IL-27+cabo, the differences were not very pronounced. 

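Between IL-27+cabo and cabo on day 14, none of 18662 genes had an adjusted p under 0.05, and 359 had an unadjusted p under 0.05 in edgeR's test. With DESeq2 the former count was 5. The skeletal muscle list had the lowest adjusted p of the lists with camera, with a median log2 fold change of 1.01 (limma camera, adjusted p = 2.6e-07 and limma fry, adjusted p = 0.305). T cells were lower, with a median of -0.34 (limma camera, adjusted p = 0.00624 and limma fry, adjusted p = 0.225) and 1 of 11 genes higher, and so was TNF signaling, with a median of -0.31 (limma camera, adjusted p = 0.0372 and limma fry, adjusted p = 0.305). Lymphatic endothelium was higher, with a median of 0.88 (limma camera, adjusted p = 0.00245 and limma fry, adjusted p = 0.225), and so were erythroid genes, with a median of 1.22 (limma camera, adjusted p = 0.0438 and limma fry, adjusted p = 0.426). The NK cell list had a median of 0.35 (limma camera, adjusted p = 0.278), which reversed without mouse 22 and with the muscle score as a covariate.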

Cabo appears to exert a more dominant therapeutic effect in comparison to IL-27, although we have demonstrated some evidence of synergistic activity. We anticipate that as we work to enhance the vector delivery and expression of IL-27 in future studies, this synergistic effect will become more prominent.

In conclusion, this study provides valuable insights into the therapeutic potential of IL-27 and cabo combination therapy in the context of bone-metastatic PCa. The combination of IL-27 and cabo demonstrates enhanced anti-tumor effects, modulates the tumor microenvironment, and improves bone quality. This combinatorial approach holds promise in improving treatment outcomes and quality of life for patients. Overall, this research contributes to the development of innovative treatment strategies for bone metastatic PCa, addressing the critical unmet need in this patient population.

## 5 Conclusion

This investigation of the cytokine IL-27 and cabo, a small-molecule tyrosine kinase inhibitor, to treat BM-PCa highlights the potential of combination therapy in addressing the complex challenges associated with bone metastasis. Currently, no curative treatment exists for BM-PCa. This work demonstrates the synergistic effects of IL-27 and cabo in reducing the tumor burden, immuno-modulating the tumor microenvironment, and improving bone health.

Our experiments reveal that IL-27 and cabo therapy enhance the immunogenicity of the tumor microenvironment, promoting an anti-tumor immune response. The upregulation of immune-related genes and the activation of anti-tumor pathways underline the potential of this combinational approach in overcoming immune evasion and resistance mechanisms often observed in PCa. The therapeutic effects of IL-27 and cabo extend beyond tumor reduction, with significant improvements in bone quality. IL-27+cabo therapy results in better retention of bone structure and architecture *in vivo*. The combination was demonstrated to enhance OB differentiation and inhibit OC differentiation *in vitro*. Hence, the impact of the combination on bone health is due to its anti-tumor effects as well as direct pro-osteogenic effects. This result helps in addressing the research gap of a therapeutic strategy that can go beyond reducing the tumor burden by improving bone health.

The potential clinical implications of this combination therapy offer hope for improved outcomes and better quality of life for patients with bone metastatic PCa. Continued research in this field is essential to optimize treatment protocols, assess long-term efficacy, and ultimately translate these findings into clinical settings, addressing the urgent need for more effective and comprehensive treatments for patients with bone metastatic PCa.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE241862.

# Supplementary material for: Cabozantinib and IL-27 combinatorial therapy for bone-metastatic prostate cancer
**Source:** Front Mol Biosci. 2023 Sep 28;10:1259336. doi: 10.3389/fmolb.2023.1259336
**Supplement:** Supplementary file 1

Supplementary Material

Cabozantinib and IL-27 Combinatorial Therapy for Bone-Metastatic Prostate Cancer

Shreya Kumar^1^, Grace E. Mulia^1^, Marxa L. Figueiredo^1*^

**
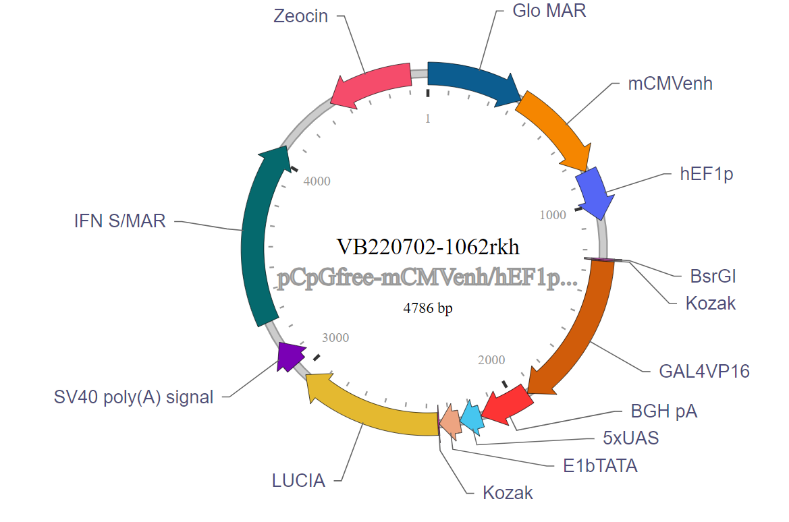
Supplementary Figure. 1**

**A**

**A**

**
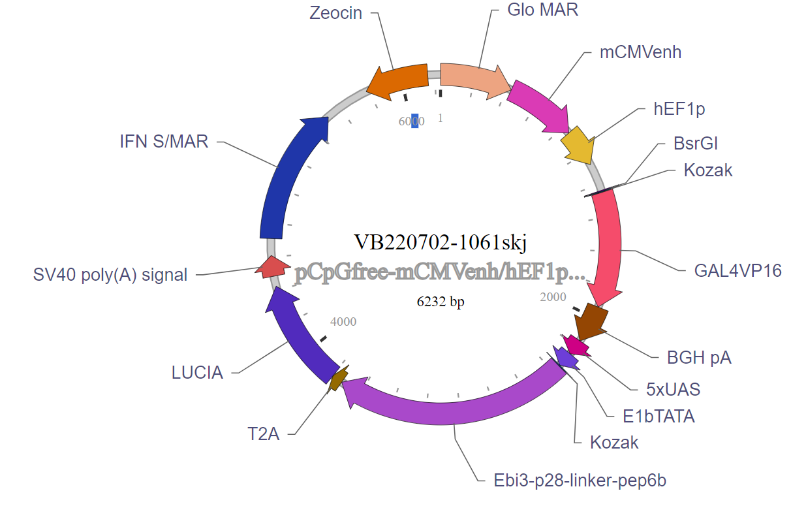
**

**B**

**A**

**Supplementary Figure 1.** **Construct maps of** (A) pTSTA-ctrl, and (B) pTSTA-IL27pepL vectors.

**Supplementary Figure. 2**

**B**

**B**

**A**

**A**

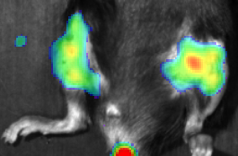

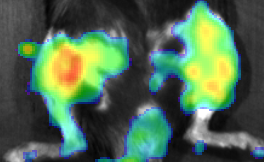

**Supplementary Figure 2.** **Luminescence assays to verify gene delivery and expression *in vivo*.** (A) BLI was used to detect luminescence in the muscle due to expression of the delivered plasmids containing a secreted luciferase, Lucia. Representative images and quantification using ROIs, (B) Luminescence detected in the serum of mice in relative light units (RLU), n=12-14, mean ± SEM, unpaired t-test, **p<0.01

**Supplementary Table. 1**

Reactome 2022 pathways enriched in DEGs (EOS tumors) among all the groups

| Term | P-value  (ANOVA p<0.05) |
| --- | --- |
| Immune System R-HSA-168256 | 2.21E-11 |
| Muscle Contraction R-HSA-397014 | 4.63E-09 |
| Striated Muscle Contraction R-HSA-390522 | 5.39E-09 |
| Extracellular Matrix Organization R-HSA-1474244 | 8.71E-09 |
| Interferon Alpha/Beta Signaling R-HSA-909733 | 9.57E-09 |
| Cytokine Signaling in Immune System R-HSA-1280215 | 1.82E-08 |
| Interferon Signaling R-HSA-913531 | 2.68E-08 |
| Hemostasis R-HSA-109582 | 6.35E-08 |
| Trafficking And Processing of Endosomal TLR R-HSA-1679131 | 2.14E-07 |
| Signal Transduction R-HSA-162582 | 8.31E-07 |
| Chemokine Receptors Bind Chemokines R-HSA-380108 | 1.23E-06 |
| Response Of EIF2AK1 (HRI) To Heme Deficiency R-HSA-9648895 | 1.26E-06 |
| Cell Surface Interactions at Vascular Wall R-HSA-202733 | 2.87E-06 |
| Post-translational Protein Phosphorylation R-HSA-8957275 | 2.24E-05 |
| Innate Immune System R-HSA-168249 | 2.50E-05 |
| Regulation Of IGF Transport and Uptake by IGFBPs R-HSA-381426 | 3.73E-05 |
| Interferon Gamma Signaling R-HSA-877300 | 3.73E-05 |
| Nervous System Development R-HSA-9675108 | 3.90E-05 |
| Integrin Cell Surface Interactions R-HSA-216083 | 6.21E-05 |
| Axon Guidance R-HSA-422475 | 6.89E-05 |
| Interleukin-10 Signaling R-HSA-6783783 | 1.27E-04 |
| Neutrophil Degranulation R-HSA-6798695 | 1.32E-04 |
| Platelet Activation, Signaling and Aggregation R-HSA-76002 | 2.19E-04 |
| Signaling By Interleukins R-HSA-449147 | 2.68E-04 |

How the deposited data were processed for this re-analysis (not part of the article)

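RNA was measured in 24 mouse tumors, which are 4 subcutaneous tumors and 20 intratibial tumors, 12 from day 14 and 8 from the end of the study (EOS). Per the authors, total RNA with an integrity number of at least 8 was made into stranded poly(A) libraries and sequenced in pairs, the reads were trimmed with cutadapt and mapped with HISAT2, and transcripts were assembled with StringTie and quantified with ballgown. The authors deposited whole-number counts per Ensembl gene without normalization, and did not state the program that made them, the genome build or the annotation. Between 30.4% and 35.5% of the low values of each library were multiples of 4. The counts may thus be larger than the number of fragments behind them, though no step that would cause this is known. Dividing the counts by 4 was tried as an alternative. Every library held between 63729005 and 83782258 counts on genes. Gene names, coordinates and transcripts are those of GENCODE M21 on GRCm38, joined by Ensembl identifier.

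Counts were analysed in R 4.3.3 with edgeR 4.0.16, with edgeR's filterByExpr, TMM normalization and quasi-likelihood F test, and p-values were two-sided and adjusted by the Benjamini-Hochberg method. DESeq2 1.42.0 was an alternative. Only the groups compared entered a fit, except that the interaction of IL-27 and cabo used all day 14 groups, the EOS groups shared one fit, and the difference in a treatment's change between day 14 and EOS used all intratibial tumors. CPM values are scaled by edgeR's effective library sizes, and scores of lists are means of log2 CPM. Marker lists were tested with the camera method of limma 3.58.1, with a correlation between genes of 0.01, and with its fry method, where at least 3 genes of a list passed the filter. Reactome sets came from fgsea 1.28.0, and the background of each Fisher's exact test was the tested genes with an Entrez identifier. Scores of groups were compared with exact two-sided permutation tests.

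The genes named are the genes the paper names, apart from a gene that is not reported here, the genes printed in Figures 6B and 9C, the genes of the marker lists, and for each comparison the 3 genes with the smallest p in each direction among those with an adjusted p under 0.05 and no overlap between groups. The marker lists, comparisons, this rule and most alternatives were set before the data were examined. Those alternatives were DESeq2, the RLE normalization of size factors, no filter, all groups in one fit, the muscle score as a covariate, other limits for DEGs, fry in place of camera, leaving out each day 14 tumor in turn, and pairing the subcutaneous tumors by replicate number, which the library names give and the paper does not describe. Removing each library's trend with GC content and transcript length, by spline curves with 5 degrees of freedom, was chosen after seeing the data. So were that correction with the pairing, and dividing the counts by 4. All tests of whether a treatment's change differs between day 14 and EOS were chosen then as well. The comparisons of EOS with day 14 within a group were set beforehand.

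The pipeline was tested on counts simulated from the means, library sizes and dispersions of real groups, with 200 genes changed 4-fold. With 2 samples against 2, edgeR recovered 76 of them with 12 false calls and DESeq2 recovered 139 with 68 false calls. With 3 against 3 as spread as the control and cabo groups, edgeR recovered 181 with 14 false calls and DESeq2 193 with 66, and as spread as the cabo and IL-27+cabo groups, edgeR recovered 91 with 6 and DESeq2 181 with 109. With 2 EOS against 3 day 14 controls, edgeR recovered 175 with 16 false calls and DESeq2 189 with 69. With a trend in GC content added to 1 group of 2 against 2, edgeR made 36 false calls, DESeq2 577, and edgeR with the correction for GC content and length 12. The added trend was not matched in size to that of the subcutaneous tumors. There the median log2 fold change was 0.85 among the tested genes with the lowest GC content and -2.05 among those with the highest. These false calls thus set no limit on those that GC content may cause in the subcutaneous tumors.

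TIMER2.0, Enrichr, GSEA and the GO and KEGG sets were not used here, and cell counts, imaging and cytokine measurements were not analysed here.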

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

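The tests of whether the change with a treatment differs between day 14 and EOS, and the lists and EOS values set against dilution, were chosen only after the result was seen.

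In an edgeR model of all 20 intratibial tumors, 17 of 21563 genes had a change with cabo relative to the control group that differed between day 14 and EOS at an adjusted p under 0.05, and 17 genes had such a difference for IL-27+cabo. For IL-27 alone there was none, with 417 genes at an unadjusted p under 0.05. What drew attention was this difference between the time points under the same comparison. As the change on day 14 minus the change at EOS, the 16 endothelial genes had a median log2 difference of -1.68 for cabo (limma camera, adjusted p = 7.1e-33 and limma fry, adjusted p = 0.00282) and of -1.85 for IL-27+cabo (limma camera, adjusted p = 6.55e-22 and limma fry, adjusted p = 0.00282), and all 16 had a negative difference in both. Flt4 had a log2 difference of -4.74 (standard error 0.43, edgeR adjusted p = 0.000139) for cabo and -4.00 (edgeR adjusted p = 0.000581) for IL-27+cabo, and Dll4 had -3.35 (edgeR adjusted p = 0.00377) and -4.03 (edgeR adjusted p = 0.000812). Kdr had -1.94 (edgeR adjusted p = 0.535) for cabo, with 0.0406 to 0.447 over its alternatives, and -3.09 (edgeR adjusted p = 0.0343) for IL-27+cabo, with 3.14e-06 to 0.0307. Over DESeq2, the RLE normalization, the correction for GC content and length and counts divided by 4, the adjusted p of Flt4 for cabo ran from 1.59e-29 to 9.7e-05 and that of Dll4 from 5.29e-11 to 0.00344. Gm13304, among the genes called for cabo, is a near-identical copy of Ccl21 genes, so its counts are uncertain.

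Technical explanations were tested on the day 14 change with cabo, whose median over the endothelial genes was -1.14. Dilution by RNA of muscle predicts a smaller change once the muscle score is a covariate, and the median was then -1.46. A trend with GC content and length predicts a smaller change after its removal, and the median was then -1.25. The muscle score separates the cabo from the control tumors, so the first test alone cannot rule dilution out. Other values point both ways. Dilution would also lower the lists of macrophages and of myofibroblasts and fibroblasts, which had day 14 medians of 0.18 and 0.13 with cabo. At EOS the muscle score was also higher with cabo (3.72 against -1.05) while the median of the endothelial genes was 0.62. Several other lists fell on day 14 as dilution predicts, among them genes of proliferation with a median of -0.32 and T cells with -1.46. The lists that did not fall go against dilution as the whole cause, but a part played by it was not ruled out. Removing the trend with GC content and length did not move the change toward 0, and libraries of both time points had similar depth. The EOS tumors had no cabo for an unstated time and were older, and mice of both time points were different animals. A candidate explanation is a loss of vessels under cabo that ends after the last dose, but the data hold no tumors that separate the end of dosing from the age of the tumor, and a change in the mix of cells was not separated from a change in each cell.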

How the results depend on the processing

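The cause was not tested for any change below unless a value is given for it. No test in this part was chosen after its result was seen, apart from those named as chosen after seeing the data. These are the correction for GC content and length, counts divided by 4 and the pairing with that correction. They also include all tests of the difference in change between day 14 and EOS, with their alternatives.

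In the subcutaneous tumors, 2379 upregulated DEGs became 1083 at an absolute log2 fold change of at least 1.5 and 682 at an adjusted p under 0.05 with an absolute log2 fold change of at least 1, and 4477 downregulated DEGs became 2412 with the correction for GC content and length. The 3880 genes with an adjusted p under 0.05 became 6172 with DESeq2 and 1588 with that correction. DESeq2 and the RLE normalization moved the median log2 fold change of all genes from 0.04 to 0.11.

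Pairing the subcutaneous tumors by replicate number rests on an assumption that the data do not bear out, since the deviations of same-numbered tumors from their group means had a Pearson's r of 0.0313 across 19360 genes, and the tumors came from different animals. With this block, 2300 genes were upregulated, 4235 were downregulated and 4248 had an adjusted p under 0.05, and with the block and the correction for GC content and length 2473 were downregulated. Under the block Stat4 had an edgeR adjusted p of 0.00398.

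On day 14, the 43 upregulated and 57 downregulated DEGs of IL-27 became 136 and 139 without a filter, 21 and 23 with counts divided by 4, and 126 and 287 at an absolute fold change of at least 1.5, with 120 upregulated in one fit of all groups and 160 downregulated with the muscle score as a covariate. DESeq2 gave 2 genes with an adjusted p under 0.05 in place of 0. For cabo, 323 upregulated DEGs became 853 at an absolute fold change of at least 1.5, and 220 downregulated DEGs became 352 without a filter, 136 with counts divided by 4 and 595 at that fold change. Its 352 genes with an adjusted p under 0.05 became 1497 with DESeq2, 101 without a filter, 26 in one fit of all groups and 0 with the muscle score as a covariate, where 1178 had an unadjusted p under 0.05. For IL-27+cabo, 489 upregulated DEGs became 852 in one fit of all groups, 71 with the muscle score as a covariate and 785 at an absolute fold change of at least 1.5, and 193 downregulated DEGs became 312 without a filter, 127 with counts divided by 4, 118 with the covariate and 363 at that fold change. Its 12 genes with an adjusted p under 0.05 became 483 with DESeq2, 46 with the correction for GC content and length, 30 in one fit of all groups and 0 with the covariate, where 189 had an unadjusted p under 0.05. The muscle score used as a covariate was itself higher in the cabo and IL-27+cabo groups than in the control group. DESeq2 called 4 genes for the interaction and 5 between IL-27+cabo and cabo, in place of 0 in each.

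Between EOS and day 14, the control group's 752 DEGs became 1710 at an absolute fold change of at least 1.5, and its 20 genes with an adjusted p under 0.05 became 872 with DESeq2, 0 without a filter (2729 at an unadjusted p under 0.05) and 0 in one fit of all groups (1589). The IL-27 group's 322 DEGs became 209 with counts divided by 4, 504 in one fit of all groups and 779 at that fold change, and its 0 genes with an adjusted p under 0.05 became 109 with DESeq2, 1 with the correction for GC content and length and 1 with counts divided by 4. The cabo group's 585 DEGs became 1574 at that fold change, and its 400 genes became 1739 with DESeq2, 110 without a filter and 53 in one fit of all groups. The IL-27+cabo group's 611 DEGs became 1027 with DESeq2 and 1350 in one fit of all groups, and its 0 genes became 330 and 71. Among the 4 EOS groups DESeq2 gave 1088 genes in place of 0, and between IL-27+cabo and control 937 in place of 0. For the difference in change between day 14 and EOS, 17 genes for cabo became 89 with DESeq2 and 28 with the correction for GC content and length, and 17 for IL-27+cabo became 197 and 26, and all 17 genes of each were among those under both alternatives.

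Across the 6 fits that each left out one tumor, IL-27 had from 66 to 129 upregulated DEGs, from 43 to 306 downregulated and 0 genes with an adjusted p under 0.05, with 248 or more at an unadjusted p under 0.05. Cabo had from 296 to 467 upregulated, from 208 to 320 downregulated and from 80 to 588 with an adjusted p under 0.05, and IL-27+cabo from 385 to 1063, from 162 to 317 and from 0 to 175. Without mouse 20, 175 genes had an adjusted p under 0.05 for IL-27+cabo. The interaction had 0 in each of its 12 fits, with 277 or more at an unadjusted p under 0.05, and IL-27+cabo against cabo 0 in each of 6, with 130 or more. Leaving out a day 14 tumor, the DEGs between EOS and day 14 ran from 636 to 835 in the control, from 293 to 509 in the IL-27, from 536 to 599 in the cabo and from 659 to 787 in the IL-27+cabo group, and the genes with an adjusted p under 0.05 were 0 in the control (1852 or more at an unadjusted p under 0.05), from 0 to 1 in the IL-27, from 62 to 242 in the cabo and 0 in the IL-27+cabo group (762 or more).

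Directions reversed in these cases, given as log2 fold changes or medians. With the muscle score as a covariate, Flt3 was 0.69 for cabo and 0.82 for IL-27+cabo, Acta1 -1.22 and -1.32, the muscle list -0.10 for IL-27, -0.24 for cabo and -0.66 for IL-27+cabo, NK cells 0.33 for cabo, and for IL-27+cabo the type I IFN response -0.10, mast cells 0.94, the IL-2 family 0.46 and the RUNX3 list 0.0024. Between IL-27+cabo and cabo the covariate gave -0.42 for NK cells, -0.23 for the type I IFN response, -0.12 for the endothelial list and -0.0225 for the muscle list. The muscle score is the mean of the muscle list, which holds Acta1, so this covariate removes their change by design. The values of Acta1 and the muscle list under it therefore do not test their stability. With the correction for GC content and length, osteoclast differentiation was 0.54 (0.51 with the block as well, where Th17 was -0.30), M1 macrophages -0.0686 for IL-27+cabo, and the endothelial list -0.0212 between IL-27+cabo and cabo. With counts divided by 4, B cells were 0.0393 for cabo and 0.18 for IL-27+cabo. Over the fits that each left out one day 14 tumor, the direction reversed in at least 1 fit for these results. For IL-27, the endothelial list ran from -0.40 to 0.0081 and the muscle list from -0.29 to 5.21. For cabo, Flt3 ran from -0.54 to 0.18, NK cells from -0.79 to 0.36, B cells from -0.44 to 0.0745, the IL-2 family from -0.0143 to 0.32 and the RUNX3 list from -0.13 to 0.0958. For IL-27+cabo, Flt3 ran from -0.47 to 0.25, NK cells from -0.0828 to 0.85, B cells from -0.67 to 0.0078, M1 macrophages from -0.079 to 0.42, mast cells from -1.08 to 0.16 and the IL-2 family from -0.26 to 0.15. Between IL-27+cabo and cabo, NK cells ran from -0.22 to 1.11, the type I IFN response from -0.44 to 0.42, the endothelial list from -0.0847 to 0.20 and Foxp3 from -0.57 to 0.20. For the interaction, T cell activation ran from -0.0318 to 0.73 over 12 fits.

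Among the results that are not such counts, 1126 values under alternatives set beforehand kept direction and side of the threshold, 178 were no longer past it, 48 came past it and 42 reversed. Under alternatives chosen after seeing the data these counts were 392, 13, 8 and 7. The 42 reversals include those of Acta1 and the muscle list under the muscle score as a covariate, which were fixed in advance. Leaving out a subcutaneous or EOS tumor would leave 1 in its group and was not run. The pairing of tumor 1 with tumor 2 was not run, and Cxcl11 gave no value with counts divided by 4, since it did not pass the filter. The low counts of Cxcl11, Il27 and Ibsp limit what can be said about these genes.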

Differences from the paper's values

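The paper's numbers of DEGs on day 14 were read by eye from the diagrams of Figure 6A. A gap is called closed where the value here and the paper's are within 1.5 times of each other, above or below. In the subcutaneous tumors, 2379 upregulated and 4477 downregulated DEGs were within that range of the paper's 1620 and 3724. With DESeq2 (3389) and the RLE normalization (2881) the upregulated DEGs were outside it. At the limits read from Figure 1A, an adjusted p under 0.05 and an absolute log2 fold change of at least 1, 3198 downregulated genes were within it. The 682 upregulated genes were not.

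IL-27 upregulated 43 genes here against about 140 in the paper (Figure 6A, read by eye). No filter (136), one fit of all groups (120), an absolute fold change of at least 1.5 (126), and the fits without control mouse 5 (129), control mouse 7 (98) and IL-27 mouse 4 (113) closed the gap. DESeq2 (40), the RLE normalization (43), the muscle score as a covariate (38) and the fits without control mouse 3 (74), IL-27 mouse 6 (93) and IL-27 mouse 8 (66) did not. It downregulated 57 genes against about 140 in the paper (Figure 6A, read by eye), and no filter (139) and the covariate (160) closed the gap, while the other alternatives did not.

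IL-27+cabo upregulated 489 genes against about 870 in the paper (Figure 6A, read by eye). DESeq2 (629), no filter (690), one fit of all groups (852), the fits without mouse 22 (1063) and without mouse 24 (967) and an absolute fold change of at least 1.5 (785) closed the gap, and the RLE normalization (480), the covariate (71) and the fits without control mouse 3 (441), 5 (495) and 7 (385) and without mouse 20 (453) did not. It downregulated 193 against about 320 in the paper (Figure 6A, read by eye). DESeq2 (220), no filter (312), one fit of all groups (231), the fits without mouse 20 (317), 22 (259) and 24 (252) and an absolute fold change of at least 1.5 (363) closed the gap, and the RLE normalization (196), the covariate (118) and the fits without control mouse 3 (207), 5 (162) and 7 (192) did not.

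Only IL-27+cabo upregulated 235 genes against about 560 in the paper (Figure 6A, read by eye), where DESeq2 (375), no filter (378) and one fit of all groups (559) closed the gap and the RLE normalization (227) and the covariate (8) did not. It alone downregulated 72 against about 150 in the paper (Figure 6A, read by eye), where no filter (148) and one fit of all groups (114) closed the gap and DESeq2 (84), the RLE normalization (75) and the covariate (33) did not.

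The paper names Stat4 and Cxcl11 among the genes raised by IL-27 in subcutaneous tumors. Both were DEGs by an unadjusted p, and neither had an adjusted p under 0.05 in edgeR (0.0845 and 0.106). DESeq2 called both (adjusted p of 0.00507 and 0.0384), and the pairing of tumors described in the part above called Stat4. Over the alternatives without a pairing of tumors, the adjusted p ran from 0.00507 to 0.187 for Stat4 and from 0.0384 to 0.243 for Cxcl11.

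The paper names osteoclast differentiation, TNF signaling and Th17 differentiation as enriched by IL-27 in subcutaneous tumors, where the lists used here had a limma camera adjusted p of 0.286, 0.402 and 0.486. For day 14, the paper states an NK cell activation with IL-27, where the NK list had a median log2 fold change of -0.72. It names Flt3 signaling, IL-2 signaling and T cell activation for IL-27+cabo, where Flt3 had a log2 fold change of -0.19, the IL-2 set held 0 of 38 genes and the T cell activation list had a median of -0.94. The mRNA of Flt3 is not a test of the FLT3 signaling set that the paper lists. The paper gives more M1 macrophages with IL-27+cabo, where the M1 list had a median of 0.08. It gives fewer regulatory T cells with IL-27+cabo and not with the monotherapies. That list had medians of -0.78 for IL-27, -0.43 for cabo and -0.40 for IL-27+cabo. Its adjusted p from limma fry was 0.406, 0.225 and 0.0584 in that order, lowest for IL-27+cabo and under 0.05 for none.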

Other observations

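The tests with myofibroblast genes, with GC content and length, with counts divided by 4 and of the single EOS mouse below were chosen only after the result was seen.

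In the subcutaneous tumors fewer genes passed an adjusted p of 0.05 after the trend of each library with GC content and length was removed, 1588 against 3880, and 1166 were called with and without the correction. GC content and transcript length may thus account for part of the calls. Whether the calls that remain still follow GC content or length was not tested. Counting 1 fragment as 4, if it occurred, is not what drives the number of calls, since 4488 genes passed with counts divided by 4. Between 41.3% and 54.8% of the variance of each subcutaneous library's deviations was explained by GC content and length, against 0.2% to 29.0% in the intratibial libraries.

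Skeletal muscle in the sample was tested as a source of the upregulated DEGs. Genes that follow the muscle score across tumors outside the comparison, with a Pearson's r of at least 0.9, were 79 of the 2291 genes upregulated in the subcutaneous tumors with IL-27 that also passed the filter in the intratibial tumors (3.45%), 87 of 489 with IL-27+cabo (17.8%) and 87 of 323 with cabo (26.9%) on day 14, against 0.581%, 0.635% and 0.639% of all genes tested in the same way. These shares are above those of all tested genes, and the genes that follow the score cannot be told apart from muscle. A limit of 0.9 can miss genes of muscle, so the shares do not show how many DEGs muscle accounts for. The muscle genes moved together, with 94.3% of their variance on the first principal component across the 20 intratibial tumors, and the myofibroblast and fibroblast score had a slope of 0.0719 on the muscle score. Muscle tissue in the dissected sample is a candidate explanation for their rise with cabo, and myofibroblasts account for little of it. Whether cabo changes how much muscle is taken with a tumor, through the size of the tumor or otherwise, was not tested.

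CD8 T cell genes were higher with cabo on day 14, with a mean log2 change of Cd8a and Cd8b1 of 2.49 when the muscle score was a covariate. Dilution by RNA of muscle lowers other genes and cannot raise them, so this test could not have pointed to it, and the score separates the cabo from the control tumors.

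Mouse 20 of the IL-27+cabo group had 32.1% of its deviations from its group mates explained by GC content and length, against 30.0% and 25.1% for these mates, whose deviations are measured against mouse 20, and 0.584% to 17.1% for the other day 14 tumors. The tumor therefore cannot be told apart from a technical difference of its library. Without mouse 20, 453 genes were upregulated in this group, of which 326 were among the 489 with it, against 1063 without mouse 22 and 967 without mouse 24, and between IL-27+cabo and cabo 67 in place of 180. Against the control group, 317 genes were then downregulated in place of 193, and 175 had an adjusted p under 0.05 in place of 12.

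In the EOS tumors, the lower IL-27+cabo mouse had a score of the type I IFN response 0.986 above the highest control mouse, so the rise does not rest on one mouse, though 2 mice per group allow no exact test below 0.333. The median log2 fold change of the list was 2.40, and 2.37 with the correction for GC content and length, which hardly moved it.

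Other splits of the same day 14 tumors into groups of 3 were counted with the real one included. A split and its mirror image count once, so the direction of a split other than the real one is arbitrary, and the larger of its numbers of upregulated and downregulated DEGs was set against each number of the real split. Of 10 splits for IL-27, 9 gave as many upregulated DEGs, 8 as many downregulated DEGs and 10 as many genes with an adjusted p under 0.05, since the count was 0 (511 at an unadjusted p under 0.05). For cabo, 1 of 10 splits, the real one, gave as many in each of the 3 counts, and for IL-27+cabo 1 of 10 for upregulated DEGs, 4 of 10 for downregulated DEGs and 1 of 10 for an adjusted p under 0.05. A share of 0.1 is the smallest that 10 splits can give. For IL-27+cabo against cabo all 10 splits gave as many genes with an adjusted p under 0.05, and for the interaction all 100 random regroupings did. Both counts were 0 (359 and 375 at an unadjusted p under 0.05), so these tests could not have come out otherwise. The real split of IL-27+cabo against cabo gave 180 upregulated DEGs, above every other split, where the highest number was 146. It gave 13 downregulated DEGs, which every other split passed.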
